# Neonatal Intermittent Hypoxia Induces Lasting Sex-Specific Augmentation of Rat Microglial Cytokine Expression

**DOI:** 10.3389/fimmu.2019.01479

**Published:** 2019-07-02

**Authors:** Elizabeth A. Kiernan, Tao Wang, Amanda M. Vanderplow, Sneha Cherukuri, Michael E. Cahill, Jyoti J. Watters

**Keywords:** microglia, intermittent hypoxia, development, neonate, sex differences

## Abstract

Sleep disordered breathing (SDB) affects 3–5% of the pediatric population, including neonates who are highly susceptible due to an underdeveloped ventilatory control system, and REM-dominated sleep. Although pediatric SDB is associated with poor cognitive outcomes, very little research has focused on models of pediatric SDB, particularly in neonates. In adults and neonates, intermittent hypoxia (IH), a hallmark of SDB, recapitulates multiple physiological aspects of severe SDB, including neuronal apoptosis, sex-specific cognitive deficits, and neuroinflammation. Microglia, resident CNS immune cells, are important mediators of neurodevelopment and neuroinflammation, but to date, no studies have examined the molecular properties of microglia in the context of neonatal IH. Here, we tested the hypothesis that neonatal IH will enhance microglial inflammation and sex-specifically lead to long-term changes in working memory. To test this hypothesis, we exposed post-natal day (P1) neonates with dams to an established adult model of pathological IH consisting of 2 min cycles of 10.5% O_2_ followed by 21% O_2_, 8 h/day for 8 days. We then challenged the offspring with bacterial lipopolysaccharide (LPS) at P9 or at 6–8 weeks of age and immunomagnetically isolated microglia for gene expression analyses and RNA-sequencing. We also characterized neonatal CNS myeloid cell populations by flow cytometry analyses. Lastly, we examined working memory performance using a Y-maze in the young adults. Contrary to our hypothesis, we found that neonatal IH acutely augmented basal levels of microglial anti-inflammatory cytokines, attenuated microglial responses to LPS, and sex-specifically altered CNS myeloid populations. We identified multiple sex differences in basal neonatal microglial expression of genes related to chemotaxis, cognition, and aging. Lastly, we found that basal, but not LPS-induced, anti-inflammatory cytokines were augmented sex-specifically in the young adults, and that there was a significant interaction between sex and IH on basal working memory. Our results support the idea that neonates may be able to adapt to IH exposures that are pathological in adults. Further, they suggest that male and female microglial responses to IH are sex-specific, and that these sex differences in basal microglial gene expression may contribute to sexual dimorphisms in vulnerability to IH-induced cognitive disruption.

## Introduction

Obstructive sleep apnea (OSA), a form of sleep disordered breathing (SDB) characterized by repetitive episodes of intermittent hypoxia (IH), is present in up to 5% of the total pediatric population including infants (1). Further, up to 80% of infants with craniofacial abnormalities, such as those associated with Down Syndrome will present with OSA (2), and some evidence suggests a higher occurrence in males (3). Despite the common occurrence of OSA in infants, it remains poorly characterized in terms of clinical presentation, partly due to its co-morbidity with other early life complications (4, 5). In addition to the poorly characterized clinical presentations, the long-term effects of infant OSA are unknown. In older pediatric populations, OSA is associated with poor behavioral outcomes and neurocognitive dysfunction (6). Although vulnerable infant populations (i.e., preterm or low-birthweight) are at risk for OSA (7), systemic infection (8), and adverse neurodevelopment (9), little is known about how OSA contributes to these co-morbid processes.

Rodent models of OSA suggest IH alone recapitulates multiple deficits that characterize OSA, including neuronal apoptosis (10), peripheral and central inflammation (11, 12), and cognitive deficits (13). In neonates, long term exposure to IH causes lower weight gain (14), hippocampal apoptosis (15), hypomyelination (16), changes in sympathetic nerve activity (17–19) and attenuation of adult male spatial memory (10). Additionally, neonatal IH enhances the male, but not female, hypoxic ventilatory response (20). Thus, IH recapitulates some of the sex-differences observed in human neonatal populations, and suggests that similar to the findings for preterm infants [reviewed in (21)], males may be a particularly vulnerable population.

Microglia, CNS resident macrophages, are important mediators of both neuroinflammation and neurodevelopmental processes (22–28), including learning and memory (29). Further, changes in microglia morphology and/or function are associated with abnormal neurodevelopment (30–32). Preterm infants, who are susceptible to both OSA (7) and long-term cognitive dysfunction (33), have altered microglia accumulation at sites of white matter injury (34). In adult rats, IH augments microglial expression of classic inflammatory molecules such as toll-like receptor 4 (TLR4), cyclooxygenase-2 (COX-2), inducible nitrogen oxide synthase (iNOS), and interleukin-1 (IL-1) (11), and attenuation of inflammation using inhibitors of COX-2 and iNOS improves cognitive outcomes (13, 35). While pediatric OSA and neonatal IH are associated with systemic and carotid body inflammation (19, 36–38), it is unknown if OSA or IH alters microglial inflammation during postnatal development, or if this is associated with differences in cognitive outcomes.

Similar to neonatal hypoxic responses, there are developmental sex differences in microglia, including their morphology (39) and dynamics (40), which, when perturbed, may account for the sex differences in neurodevelopmental disorders (41) [reviewed in (42)]. The phagocytic capacity of microglia is also sexually dimorphic, with female microglia phagocytosing more neural progenitor cells in the early postnatal period (43). Although not yet directly linked to a microglial source, brain expression of key inflammatory cytokines, such as interleukin-1β, and C-x-c motif cluster inflammatory chemokines including Cxcl9, Cxcl10, and Cxcl11, also differs between males and females in the neonatal rat (39), suggesting basal sex differences in microglial inflammatory responses. The sex-specific effects of neonatal IH on microglial expression of these immune related genes has never been tested.

We thus hypothesized that neonatal IH would sex-specifically augment microglial pro-inflammatory gene expression both acutely and long-term, and correlate with long-term deficits in working memory. Surprisingly, we found that neonatal IH enhanced gene expression related to type I interferon responses and “anti-inflammatory” signaling in both males and females, effects which persisted long-term in males. Additionally, in the presence of systemic inflammation, IH-exposed females, but not males had attenuated cytokine expression, and enrichment of a putative CNS monocyte-derived population. RNAseq analyses of male and female microglia confirmed these results and identified sex differences in genes related to leukocyte chemotaxis and cognition. Finally, behavioral analyses of adults exposed to IH as neonates demonstrated that while there was a significant interaction between the effects of IH and sex, neonatal IH had no effect on working memory.

## Methods

### Animals and Intermittent Hypoxia (IH) Exposures

All animal experimental procedures were performed according to the NIH guidelines set forth in the Guide for the Care and Use of Laboratory Animals and were approved by the University of Wisconsin-Madison Institutional Animal Care and Use Committee. Timed-pregnant Sprague-Dawley rats (E16) were obtained from Charles River (RRID:RGD_734476; Wilmington, MA) and housed in AAALAC-accredited facilities with 12 h:12 h light–dark conditions. Food and water were provided *ad libitum*. Beginning at postnatal day (P) 1, dams with neonates were exposed to 8 days of an IH paradigm which consisted of alternating 2-min hypoxic (45 s down to 10.5% O_2_) and normoxic (15 s up to 21% O_2_) episodes for 8 h/day (9:00 am−5:00 pm) as previously reported (44). This produces an apnea hypopnea index (AHI) of 15 events/h which mimics kinetics of moderate sleep apnea in pediatric populations and adults (45). Normoxic (Nx) controls received alternating room air. At ~16 h or 6 weeks following the final IH episode, animals were weighed and injected intraperitoneally with either HBSS vehicle (Cellgro; Herndon, VA) or a sublethal 0.1 mg/kg lipopolysaccharide (LPS E. coli O11:B4; 500,000 EU/mg; Sigma-Aldrich; St. Louis, MO) for 3 h. Following LPS, pups were sacrificed via decapitation and brains isolated in HBSS for removal of meninges and blood. Pulse-oximetry was performed at P1 on sentinel rats (*n* = 4) using STARR MouseOx Rev 6.3.13; these rats were excluded from microglial analyses.

### Microglia Isolation

CD11b/c^+^ cells were immunomagnetically isolated from the whole brain (minus the cerebellum and olfactory bulbs) as previously described (11) using the Miltenyi OX-42 antibody (Miltenyi Biotec Inc., Auburn, CA Cat# 130-105-634). Myelin was removed using 26% Percoll (GE HealthCare; Madison, WI). Cells were then either resuspended in a modified zinc-based fixative (mZBF) for subsequent flow cytometry analyses (46) or column separated according to the Miltenyi MACs protocol. Column separation results in 97.9% viable cells and 88–96% of CD11b^+^ cells were microglia (CD11b/CD45^low^) (47). Isolated CD11b^+^ cells were resuspended in TriReagent (Invitrogen, Carlsbad, CA), and total RNA extracted according to the manufacturer's instructions.

### Quantitative RT-PCR

cDNA was synthesized as previously described (48). MMLV Reverse Transcriptase was purchased from Invitrogen. Oligo dT, Random Primers, and RNAse inhibitor were purchased from Promega (Madison, WI). qRT-PCR using power SYBR green (ThermoFisher Scientific) was performed as previously described using an Applied Biosystems 7500 Fast Real Time PCR System (11). All primers (Table 1) were tested for efficiency using serial dilutions, and results were normalized to 18S RNA levels; data analyses were performed using the delta-delta CT method (49).

**Table 1:** Primers used for quantitative PCR.

**Gene target**	**Forward primer**	**Reverse primer**
*Inos*	GCTTGGGTCTTGTTAGCCTAGT	GTTGTTGGGCTGGGAATAGC
*Il1β*	GACTTCACCATGGAACCCGT	GGAGACTGCCCATTCTCGAC
*Ifnβ1*	GCTGAGGTTGAGCCTTCCAT	TGCCCTCTCCATCGACTACA
*Il1α*	CGCTTGAGTCGGCAAAGAAAT	CCTTGAAGGTGAAGGTGGACA
*Cxcl10*	CCGCATGTTGAGATCATTGCC	CTAGCCGCACACTGGGTAAA
*Il4*	GTTAGGACATGGAAGTGCAGGA	CGTGAATGAGTCCACGCTCA
*Cox2*	TGTTCCAACCCATGTCAAAA	CGTAGAATCCAGTCCGGGTA
*Stat3*	TGGAAAAGGACATCAGTGGCAAGA	TACCTGGGTCAGCTTCAGGGT
*18S*	CGGGTGCTCTTAGCTGAGTGTCCC	CTCGGGCCTGCTTTGAACAC

### PCR Gene Array

cDNA for microglia derived from male Nx LPS- and IH LPS-treated neonates was synthesized as for RT-PCR, aliquotted to the Qiagen (Hilden, Germany) NF-κB Signaling Targets RT^2^ Profiler PCR Array (cat # PARN-225Z) and run on the Applied Biosystems 7500 Fast Real Time PCR System. Results were analyzed using Qiagen software and exported to Microsoft Excel to generate heatmaps.

### Total RNA Sequencing and Bioinformatics Analyses

Total microglial RNA was isolated from neonatal pups exposed to 8 days of IH followed by vehicle or LPS challenge. Three biological replicates from each treatment were submitted to the UW-Madison Biotechnology Resource Center for sequencing and quality control. Stranded cDNA libraries were prepared using the Truseq Stranded mRNA kit (Illumina; San Diego, CA). Sequencing was performed using an Illumina HiSeq 2500. After sequencing and quality control, Fastq files containing ~10 million reads for each biological replicate (*n* = 3/treatment) were aligned using TopHat 2.1.0 with the following parameters: –no-novel-juncs, – Library type fr – firststrand. BAM files were converted to SAM with SAMtools. Read counts were obtained using HTSeq v. 0.6.1 with the stranded reverse option. Count files were imported to R and filtered such that only genes with a CPM >1 expressed in three samples were retained. Counts were normalized using the Trimmed Mean of M-Values method (TMM), and analyzed for differential expression using EdgeR (50, 51). Genes with an FDR < 0.05 were considered differentially expressed. Results were uploaded to NCBI Geo Datasets (GEO GSE126946). To specifically probe RNA-seq data for changes in NFκB signaling target genes obtained from the Qiagen PCR array (section PCR Gene Array), NFκB target genes were ranked by *p*-value and FDRs calculated for the specific set of genes. NFκB target genes with an FDR < 0.05 were considered differentially expressed. Gene ontology was performed on differentially expressed genes using both DAVID (52, 53) and Panther (54) for GO class Biological Process. For GO analyses, background files were generated using the filtered count files. Motif analysis of rat promoters for gene lists was performed using the find.Motifs.pl script in Homer (55). Protein-protein interaction networks were created using STRING (56).

### Flow Cytometry

Single cell suspensions of P9 whole brain homogenates were created by pushing the tissue through 40 μm filter with ice-cold HBSS supplemented with 0.01 mg/ml DNase and 0.1 mM EDTA. Myelin was removed by high-speed centrifugation at 850 g for 15 min in a solution consisting of 26% Percoll in 0.1 M PBS. Dissociated cells were washed in ice-cold HBSS and pelleted by centrifugation at 350 g for 5 min. Cells were resuspended in mZBF (0.5% zinc chloride, 0.5% zinc trifluoroacetate, 0.05% calcium acetate in 0.1 M Tris–HCL, pH 6.4–6.7) and glycerol (1:1) (46). Prior to fixation, cells were incubated with eFluor 780 live/dead (eBioscience cat # 65-0865-14). The following mouse anti-rat antibodies were used: CD11b/c-PE (BD Pharmingen cat # 554862; RRID:AB_395562), CD45-PE-Cy7 (BD Pharmingen cat # 561588; RRID:AB_10893200), and CD4-APC (BD Pharmingen cat # 550057; RRID:AB_398458). Flow cytometry was performed using a BD Fortessa Flow Cytometer (gating strategy, Supplementary Figure 1). FCS files were analyzed using FlowJO v.10.0.7 software.

### Spontaneous Alternation Test

The Y-maze is a measure of working memory and was performed as previously described (57, 58). Animals were between 6 and 8 weeks of age and behaviorally naïve prior to the start of testing. Arm entry was quantified when an animal had its hind paws completely within a maze arm. Animals were placed into the Y-maze and allowed 15 min to explore. Analysis of arm entries began after the animal entered each arm once and arm choices were recorded for 10 min. The number of times 3 successive arm alternations were made correctly (clockwise or counterclockwise) was summed and then divided by the total number of arm entries minus two. The resulting number is the % of spontaneous alternations, with 50% being considered chance levels.

### Statistical Analyses

All statistical analyses were performed using SigmaPlot (Systat Software, San Jose CA) unless otherwise noted. Data that were not normally distributed were natural log transformed. The Grubb's Test was used to identify outliers. Statistical significance (set at *p* < 0.05) was determined using a Two-way analysis of variance (Two-way ANOVA) or Student's *t*-test, followed by a Holm-Sidak *post hoc* test when applicable. *P*-values between 0.05 and 0.1 were considered to be statistical trends.

## Results

### Neonatal IH for 8 Days Reduces SpO_2_ and Weight in Both Males and Females and Increases CNS Cell Death

To test the effects of 8 days of neonatal IH on microglial gene expression, we used a model of IH that is used in adult rat microglial studies (11) and is similar to models used in neonate studies (14, 38). We recorded blood oxygen saturation (SpO_2_) using pulse-oximetry at P1 (Figure 1A). Weights were recorded after 8 days of Nx or IH, just prior to LPS injections (Figure 1B). IH reduced SpO_2_ to just below 60% in both males and females. Additionally, pups exposed to 8 days of IH weighed less than their normoxic counterparts by P9; this was true for both males (*p* = 0.032, *n* = 20/tx) and females (*p* < 0.001, *n* = 20/tx) and is consistent with previous observations (14). In a separate cohort of animals, whole brains were isolated to assess cell death by flow cytometric analysis (Figure 1C). Using the live/dead dye eFluor 780, we found that IH significantly increased the percent of labeled cells (*p* = 0.017, *n* = 12/tx, mixed sex), indicating that IH induces neonatal CNS cell death. Thus, this model of IH which mimics moderate OSA and an infant apnea-hypopnea index (AHI) of 15 (45) causes blood O_2_ desaturations, reduces weight gain, and increases CNS cell death.

**Figure 1:**
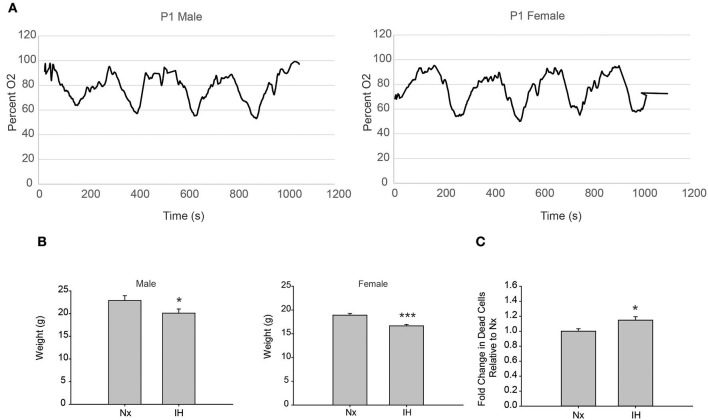
Neonatal IH decreases SpO_2_ and weight. **(A)** Pulse-oximetry was recorded in P1 neonatal males (left) and females (right). **(B)** At P9, after 8 days of Nx or IH exposure, male (left; *n* = 20/tx) and female (right; *n* = 20/tx) pups were weighed. **(C)** At P9 after 8 days of Nx or IH exposures, whole brains from male (*n* = 6/treatment) and female (*n* = 6/treatment) pups were isolated for flow cytometric analysis of cell death. *p < 0.05, ***p < 0.001, *t*-test.

### Neonatal IH Sex-Specifically Upregulates Microglial Anti-inflammatory Cytokine and Attenuates LPS-Induced Cytokine Gene Expression

Based on observations in adult rats, we predicted that IH exposure would enhance microglial expression of classic pro-inflammatory cytokines/enzymes under basal and inflammatory (LPS) conditions. Prior to testing this prediction in all treatments and samples, we performed a preliminary screen for candidate genes altered by IH in whole brain microglia immunomagnetically isolated from LPS-treated pups exposed to 8 days of either Nx or IH, using the Qiagen NF-κB Signaling Pathway PCR Array (Figure 2). These preliminary results suggested that the most pronounced gene expression changes (with fold changes > 4 in IH LPS vs. Nx LPS) were not in classic inflammatory cytokines as we had originally hypothesized. Rather, the changes appeared to be in cytokines related to anti-inflammatory responses or T-helper cell responses, such as interferon-β (*Ifn*β*1*), interleukin-4 (*Il4*), and interleukin-2 (*Il2*). In further support of this anti-inflammatory effect in microglia isolated from the IH-exposed neonate, IH exposure tended to attenuate LPS-induced inflammatory gene expression instead of augmenting it (Figure 2). Thus, for the remaining experiments, we focused on genes identified in the array, in addition to the key inflammatory cytokines/enzymes identified from previous microglia research (11, 39).

**Figure 2:**
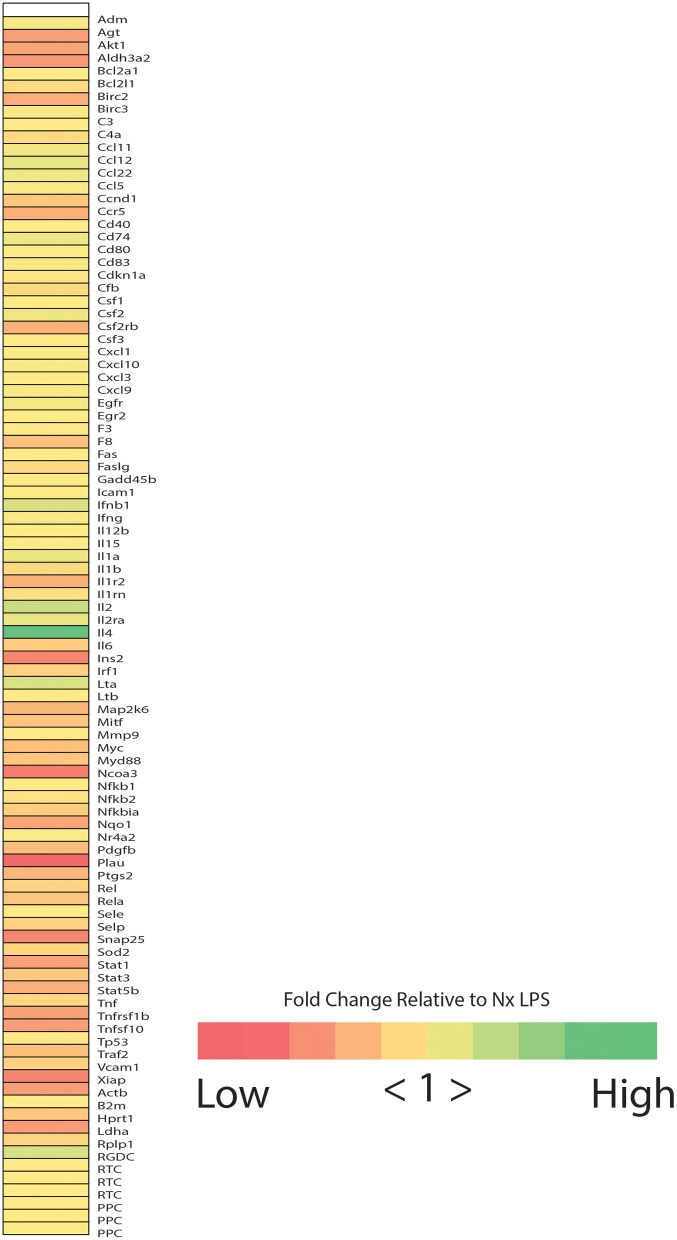
Neonatal IH increases the expression of NFκB-related cytokines. Heatmap represents the results of the Qiagen NF-κB signaling targets gene array. Colors represent the fold change between IH LPS and Nx LPS samples. “High” represents the highest fold change and “Low” represents the lowest fold change.

We next tested the effects of neonatal IH on inflammatory gene expression in male (Figure 3A) and female (Figure 3B) microglia, as well as peripheral spleen macrophages (Supplementary Figure 2) following either vehicle or LPS treatment (Figure 3). In basal conditions (Figures 3A,B), there were no main effects of IH on male nor female neonatal microglial expression of the pro-inflammatory molecules *Inos, Cox-2*, and *Il1*β, nor the pro-inflammatory type I interferon targets *Il1a* and *Cxcl10* (Tables 2, 3; each table contains *F*-values, *p*-values, and *n* for all genes). Therefore, IH was not a strong stimulus for classic pro-inflammatory molecules. However, as expected, there was a main effect of LPS (Figures 3C,D) on each of these cytokines/enzymes (*p*-values for each gene in Tables 2, 3), indicating that neonatal microglia from these pups retain the capacity to respond to an inflammatory challenge. Surprisingly, IH appeared to have sexually dimorphic effects on the anti-inflammatory molecules *Ifn*β*1* and *Il4*. For males, there was a main effect of IH on *Ifn*β*1* (Table 2); *post-hoc* analyses showed that IH increased *Ifn*β*1* in both vehicle (*p* = 0.017) and LPS conditions (*p* = 0.012). There was a statistical trend for a main effect of LPS on *Ifn*β*1* expression in males (*p* = 0.071), but there was no interaction with IH (*p* = 0.961). In females however, while there was no main effect IH on *Ifn*β*1* expression (Table 3), there was a statistically significant effect of LPS (*p* = 0.007) and a significant interaction with IH (*p* = 0.016); *post-hoc* analyses showed a significant increase in *Ifn*β*1* only in vehicle conditions (*p* = 0.010), and not after LPS treatment (*p* = 0.407). *Il4* followed a similar trend to *Ifn*β*1*; in males, IH increased *Il4* (Table 2) in vehicle-treated animals (*p* = 0.012) and trended to increase it after LPS treatment (*p* = 0.054), but there was no main effect of LPS (*p* = 0.524), nor any interaction with IH (*p* = 0.643). In contrast, there was no main effect of IH on *Il4* in females (Table 3), although there was a main effect of LPS (*p* = 0.001) and a trending interaction with IH (*p* = 0.061). *Post-hoc* analyses for female *Il4* showed a statistical trend for IH to increase *Il4* in microglia from vehicle-treated pups (*p* = 0.067) but not from LPS-treated pups (*p* = 0.410).

**Figure 3:**
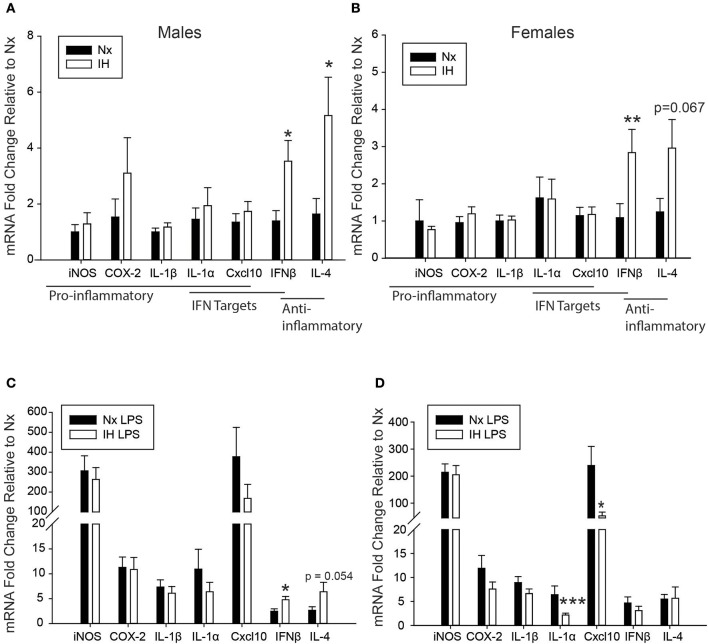
Neonatal IH augments anti-inflammatory cytokine and sex-specifically attenuates LPS-induced inflammatory cytokine gene expression. **(A,B)** Basal gene expression was analyzed in neonatal male **(A)** and female **(B)** microglia after 8 days of IH. **(C,D)** Microglial gene expression was analyzed in male **(C)** and female **(D)** pups exposed to IH followed by LPS challenge. Values represent average fold change +/– SEM *p < 0.05, **p < 0.01, ***p < 0.001 relative to respective Nx control, Two-way ANOVA.

**Table 2:** Statistical Values for P9 Males (Two-Way ANOVA).

		**Main effect IH**		**Main effect LPS**		**Interaction IH vs. LPS**	
**Gene**	**n/tx (Nx, Nx LPS, IH, IH LPS)**	***F***	***p***	***F***	***p***	***F***	***p***
*Inos*	10,9,9,8	0.162	0.690	504.092	< 0.001	0.427	0.518
*Il1β*	10,10,10,9	0.0000135	0.999	71.199	< 0.001	1.062	0.310
*Ifnβ1*	9,10,9,9	13.379	< 0.001	3.492	0.071	0.00237	0.961
*Il1α*	9,10,10,9	0.756	0.391	8.954	0.005	1.167	0.288
*Cxcl10*	10,10,10,8	0.0856	0.772	106.505	< 0.001	1.203	0.280
*Il4*	9,10,9,10	10.909	0.002	0.415	0.524	0.219	0.643
*Cox2*	10,10,10,9	1.188	0.285	49.052	< 0.001	1.647	0.208
*Stat3*	10,9,10,8	1.229	0.276	26.101	< 0.001	1.779	0.191

**Table 3:** Statistical Values for P9 Females (Two-way ANOVA).

		**Main effect IH**		**Main effect LPS**		**Interaction IH vs. LPS**	
**Gene**	**n/tx (Nx, Nx LPS, IH, IH LPS)**	***F***	***p***	***F***	***p***	***F***	***p***
*Inos*	8,8,8,8	0.296	0.590	625.399	< 0.001	0.396	0.590
*Il1β*	8,8,8,7	0.422	0.522	182.814	< 0.001	1.362	0.253
*Ifnβ1*	7,8,8,7	1.907	0.179	8.647	0.007	6.624	0.016
*Il1α*	8,8,8,7	4.165	0.051	6.623	0.016	4.053	0.054
*Cxcl10*	8,8,8,7	2.035	0.165	119.280	< 0.001	2.384	0.134
*Il4*	7,8,8,8	0.628	0.435	12.601	0.001	3.820	0.061
*Cox2*	7,8,7,8	0.0287	0.867	73.894	< 0.001	1.440	0.241
*Stat3*	8,8,8,8	0.0186	0.893	31.537	< 0.001	0.251	0.621

While there were no statistically significant interactions between IH and LPS for most inflammatory cytokines, *post-hoc* analyses of the main effects of LPS revealed that IH significantly attenuated the LPS-induced interferon targets *Il1a* (*p* = 0.009) and *Cxcl10* (*p* = 0.049) in females but not males (Figures 3C,D), corroborating the findings for *Ifnb1* and *Il4*. Interestingly, all these effects were specific to CNS macrophages, as these observations were not present in peripheral (spleen) macrophages (Supplementary Figure 2). There was no main effect of IH nor any interaction between LPS and IH in spleen macrophages from males (Supplementary Figure 2A) or females (Supplementary Figure 2B) at this developmental stage. Therefore, even though both male and female microglia had similar basal levels of IH-induced cytokine gene expression, IH attenuated female, but not male, microglial responses to a subsequent inflammatory LPS challenge, effects that were specific to the CNS.

Since 8 days of IH resulted in altered microglial cytokine expression, we further assessed if these changes occurred earlier in the IH time course. For these analyses, we exposed a separate cohort of pups to IH at P1 for 1 day only, and then challenged them (i.p.) with vehicle or LPS at P2. Microglia were assessed for cytokine expression (Supplementary Figures 2C,D). Although there was a main effect of IH on male *Ifn*β*1* expression (*p* = 0.027), *post-hoc* analyses only revealed a trend for increased *Ifn*β*1* expression in IH LPS conditions (*p* = 0.059). No other significant changes were identified for any cytokine in males or females. However, these results suggest that males may be more sensitive to IH effects at an earlier time point than females, and that *Ifn*β*1* may be one of the cytokines driving the effects of IH.

### Neonatal IH Sex-Specifically Changes Leukocyte Recruitment in the CNS

Previous studies demonstrated brain region-specific sex-differences in microglia number during early postnatal development (39). To determine if changes in microglia frequency and/or leukocyte recruitment could explain the sex-specific effects of IH on gene expression (Figure 4), we performed flow cytometry for CD11b, CD45, and CD4. Surprisingly, we found no main effect of IH (*F* = 0.290, *p* = 0.630) nor sex (*F* = 0.974, *p* = 0.335) on the frequency of CD11b^+^/CD45^low^ microglia in the whole brain. However, we found a leukocyte population (~0.8–1% of cells) that was CD11b^+^/CD45^high^ in both males (Figures 4, 5A) and females (Figures 4, 5B), which was augmented by IH only in females (*p* = 0.005) and not in males (*p* = 0.550). Because the antibody we used to label CD11b shares a common antigen with CD11c, it is possible that this population is comprised of monocyte-derived dendritic cells given the intermediate CD11b/c expression and their high CD45 levels. However, further analyses are needed to conclusively identify this leukocyte population.

**Figure 4:**
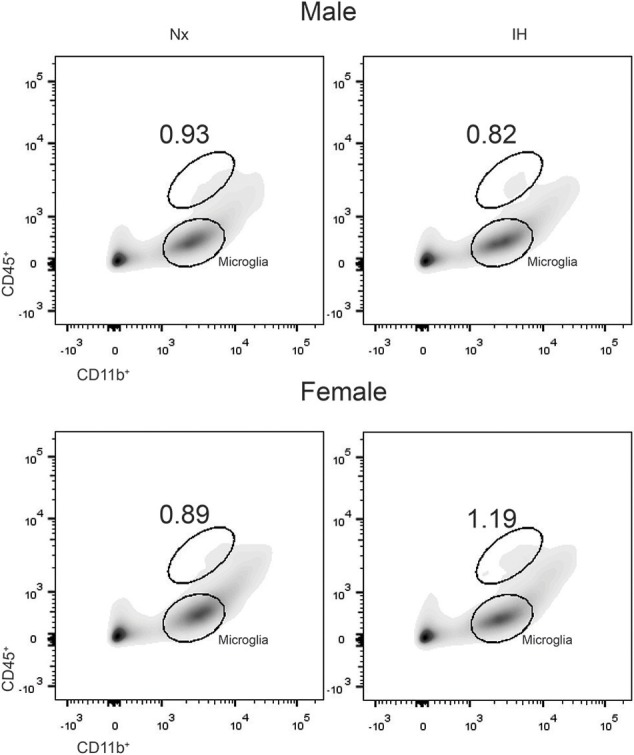
IH increases a novel population of CD11b^+^/CD45^high^ cells in females. Whole brains from males (Top) and females (Bottom) were dissociated into single cell suspensions and assessed by flow cytometry for CD11b and CD45 expression. Each panel shows a representative flow density plot for neonates exposed to 8 days of Nx or IH. The numbers represent the % of live cells gated.

**Figure 5:**
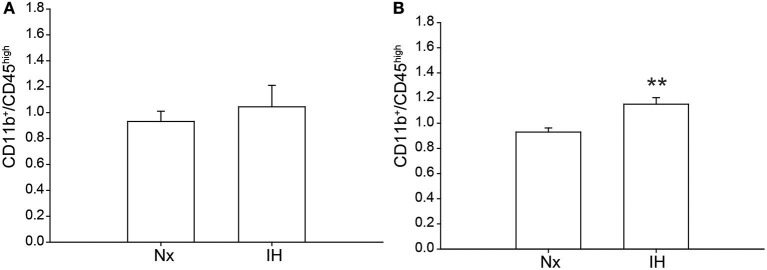
Quantification of the novel CD11b^+^/CD45^high^ population. Whole brains from IH or Nx-exposed neonatal males **(A)**; *n* = 6/treatment) and females **(B)**; *n* = 6/treatment) were assessed by flow cytometry for % of live cells expressing CD11b and CD45. Values represent the average % of live cells +/– SEM, **p < 0.001, *t*-test.

Given our gene expression analyses suggesting that microglia are increasing their expression of cytokines are associated with T-helper cell immunity (59, 60), we next tested whether the increases in *Ifn*β*1* and *Il4* expression corresponded to recruitment of CD4^+^ T-helper cells (Figure 6A). While we were able to detect a low frequency (~1%) population of CD4^+^/Cd45^high^/CD11b^−^ cells indicative of T cells, they did not differ by sex or treatment. Interestingly however, ~3–5% of CNS cells were CD4^+^, the majority of which were CD11b^high^ (Figure 6B). While very few of these cells were microglia (CD11b^+^/CD45^low^), it is established that CD4 labels monocytes in the rat (61), suggesting that CD4 may be a marker of bone-marrow derived macrophages/monocytes. The total number of CD4^+^ cells did not change by sex or treatment. Together, these findings demonstrate that CD4^+^ T-cell recruitment to the CNS is not altered by IH.

**Figure 6:**
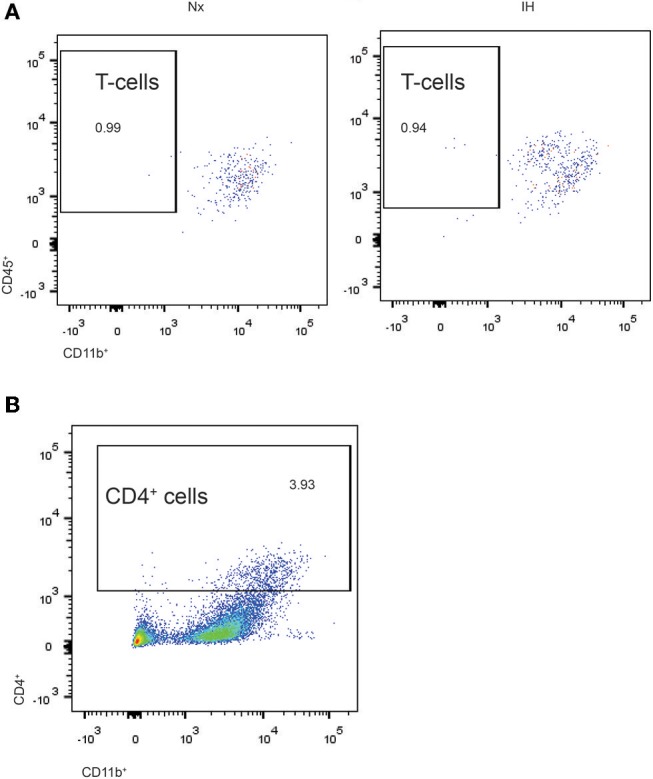
Flow cytometry analysis of CD4^+^ cells in whole brains isolated from neonatal rats. **(A)** CD4^+^ cells were gated and analyzed for concomitant CD45 and CD11b expression in Nx and IH conditions. T cells exhibit high CD45 with low CD11b expression. **(B)** Approximately 3–4% of total live cells were CD4^+^, the majority of which were high in both CD11b and CD45 expression; microglia are CD11b^+^/CD45^low^.

### Microglia RNA-Seq Reveals Sex-Differences in Basal and Inflammatory Conditions

The sex differences we identified in IH-induced gene expression and leukocyte recruitment may be indicative of gene pathways that are sexually dimorphic in either basal or inflammatory conditions, independent of IH exposure. Therefore, we used RNA-seq to assess sex differences in the neonatal microglial transcriptome after 8 days of IH exposure following vehicle or LPS treatment (Nx, IH, Nx LPS, IH LPS) (Figure 7). 

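Microglia are the resident macrophages of the brain, and they were isolated from the brains of postnatal day 9 rat pups, without the cerebellum and olfactory bulbs, with a magnetic-bead antibody to CD11b/c, surface proteins of microglia and other myeloid cells. The pups had been kept for 8 days in normoxia (Nx) or intermittent hypoxia (IH), and were injected with vehicle or with lipopolysaccharide (LPS), a bacterial cell wall component that starts an inflammatory response, 3 hours before the brains were taken. The paper gives the LPS dose as 0.1 mg/kg and names HBSS as the vehicle, while the sample labels give 0.1 mg/mL for LPS and name saline. Each of the 8 groups formed by sex, oxygen and injection had 3 samples, 24 in all. The authors prepared stranded mRNA libraries, sequenced them on an Illumina HiSeq, aligned the reads with TopHat 2.1.0 and counted reads per Ensembl gene with HTSeq 0.6.1, and they deposited these counts without normalization or filtering. The paper states a depth of about 10 M reads per sample. Between 6624453 and 8548714 reads per sample were counted on genes, with a median of 7532796.5. The group medians were 7792862 in male Nx, 8031656 in male IH, 7209119 in male Nx LPS, 7754688 in male IH LPS, 7246496 in female Nx, 6932541 in female IH, 7913373 in female Nx LPS and 8145249 in female IH LPS. Within groups the totals ranged from 7375751 to 8055158, from 7028087 to 8169668, from 7098098 to 7472036, from 7349323 to 8548714, from 6842108 to 7556132, from 6624453 to 7663524, from 6928225 to 8043545 and from 7509461 to 8373288, in the same order. No pair of samples within a group held the same library, since the chi-square per degree of freedom between their counts was 8.33 or more, where sampling noise alone gives 1. The filter, normalization and threshold of the paper were kept: the 12860 genes with a CPM (counts scaled to the library size) above 1 in at least 3 of the 24 samples were retained, libraries were scaled by the TMM method, and an FDR below 0.05 was required. The text of the paper names edgeR but not which of its tests was used. The values here come from the quasi-likelihood F test of edgeR 4.0.16 with Benjamini-Hochberg adjustment, fitted with a mean for each of the 4 groups of basal or of LPS samples. Replicate numbers run from 1 to 3 in every group of the labels, so each comparison was also fitted with the replicate number as a block. Gene names are given only where Table 4 of the paper pairs them with an Ensembl identifier, and other genes are given by identifier. The genome build is not named in the text of the paper, so no coordinates are given.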

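With the means of Nx and IH weighted equally, 9 of the 12860 genes differed between the 6 male and the 6 female basal samples at an FDR below 0.05, and 1705 genes had an unadjusted p below 0.05. The clearest differences were in genes counted almost entirely in a single sex. ENSRNOG00000060048 was at 82.0 ± 6.76 CPM (SD, n = 6) in males and at 0.0419 ± 0.103 CPM (SD, n = 6) in females, with an adjusted p of 6.43e-08 from edgeR's quasi-likelihood F test. ENSRNOG00000060496 was at 33.2 ± 5.21 CPM in males and at most 0.126 CPM in any female (adjusted p = 2.87e-07 from the same edgeR test). ENSRNOG00000055225 had no counts in any male and 89.6 ± 12.7 CPM (SD, n = 6) in females. ENSRNOG00000051257 did not exceed 0.121 CPM in any male and was at 124 ± 78.5 CPM (SD, n = 6) in females, from 17.7 to 248 CPM, a wider spread than that of the other 3 genes. These 4 genes had an FDR below 0.05 in each of the 12 fits that left out 1 sample, in which the number of genes differing by sex was between 7 and 9. Among the alternatives planned, the choice of test moved this number most, and edgeR's exact test of the 6 males against the 6 females, with the oxygen groups pooled, gave 35 genes. With the replicate number as a replicate block, 7 genes passed.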

EdgeR bioinformatics analyses revealed that in basal (no LPS) conditions, 39 genes differed between males and females, independent of IH effects (Figure 7A, left). 

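Of the 9 genes that differed by sex in basal conditions, 6 were higher in males and 3 were lower. Among the genes with an unadjusted p below 0.05, 848 were higher in males and 857 were lower. The exact test called 22 genes higher in males and 13 lower.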

Males had more genes upregulated (than downregulated) relative to females. 

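The distance between a pair of samples on an MDS plot is the leading log2 fold change, the root mean square of the 500 largest differences in log2 CPM between them. Over the 12 basal samples, 19.1% of the sum of squared distances lay between males and females. Exchanging the sex labels within the Nx and the IH samples gave 9.48% on average, and few of the 400 labellings reached the observed share (exact permutation test, p = 0.015). The share between Nx and IH was 5.16%, below the average of 8.09% over labellings (exact permutation test, p = 0.98). Using all tested genes in place of the 500 per pair, the share between the sexes was 18.0% (exact permutation test, p = 0.05). For samples with the same replicate number the mean correlation of their deviations from the group means was 0.0384 over 18 pairs (exact permutation of the numbers within groups, one-sided, p = 0.278, a test chosen after the value was seen). With log2 values centred on the replicate number, as a replicate block, the share was 24.8% between the sexes and 7.02% between Nx and IH. The genes counted almost entirely in a single sex add to the distances between males and females, and no share was computed without them. These shares therefore cannot show how much of the difference between the sexes lies in other genes, or whether it exceeds that of IH there.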

MDS analysis revealed that samples had high variability overall (Figure 7A, right), but clustered together based on sex, rather than IH treatment, suggesting that sex accounted for more of the variability between samples than IH treatment. Indeed, when analyzing vehicle-treated samples for an effect of IH, only a few genes were modified by IH in both males and females (Table 4).

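In basal conditions no gene had an FDR below 0.05 for IH against Nx, in males or in females, with or without the replicate block. An unadjusted p below 0.05 was reached by 124 genes in males and 143 in females, where 643 of the 12860 genes would be reached by chance. The test of whether the effect of IH differed between the sexes also gave 0 genes, with 122 at an unadjusted p below 0.05. Gpr15l (ENSRNOG00000043342), which had the smallest p in males, was at 7.00 ± 1.27 CPM in male Nx and 20.5 ± 2.62 CPM in male IH (SD, n = 3 each). Its log2 fold change was 1.54 (standard error 0.25, adjusted p = 0.578 from edgeR's quasi-likelihood test), and in females it was 0.17. All 3 IH males were above all 3 Nx males. Under edgeR's exact test Gpr15l passed the threshold, with a log2 fold change of 1.53 (adjusted p = 5.13e-05), as it did under edgeR's likelihood ratio test and DESeq2. AC134224.3 (ENSRNOG00000062158) had a log2 fold change of 4.23 in males (standard error 1.45, adjusted p = 1 from the quasi-likelihood test). Its values were 13.5, 561 and 258 CPM in the 3 male IH samples and 8.61, 19.8 and 15.4 CPM in the 3 male Nx samples. In all 24 samples this gene was either between 6.38 and 19.8 CPM, in 8 samples, or between 168 and 561 CPM, in 16 samples. The low level was seen in 1 of 3 female Nx and 1 of 3 female IH samples as well. Cyp4f39 (ENSRNOG00000029478) was at 4.32 ± 2.27 CPM in female Nx and 0.137 ± 0.143 CPM in female IH (SD, n = 3 each). Its log2 fold change was -4.83 (standard error 1.55, adjusted p = 1 from the quasi-likelihood test), and it rested on counts of 17, 49 and 30 in Nx against 0, 2 and 1 in IH. The exact test of these 6 samples passed Cyp4f39, with an adjusted p of 2.84e-05 from edgeR.

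**Figure D1:**
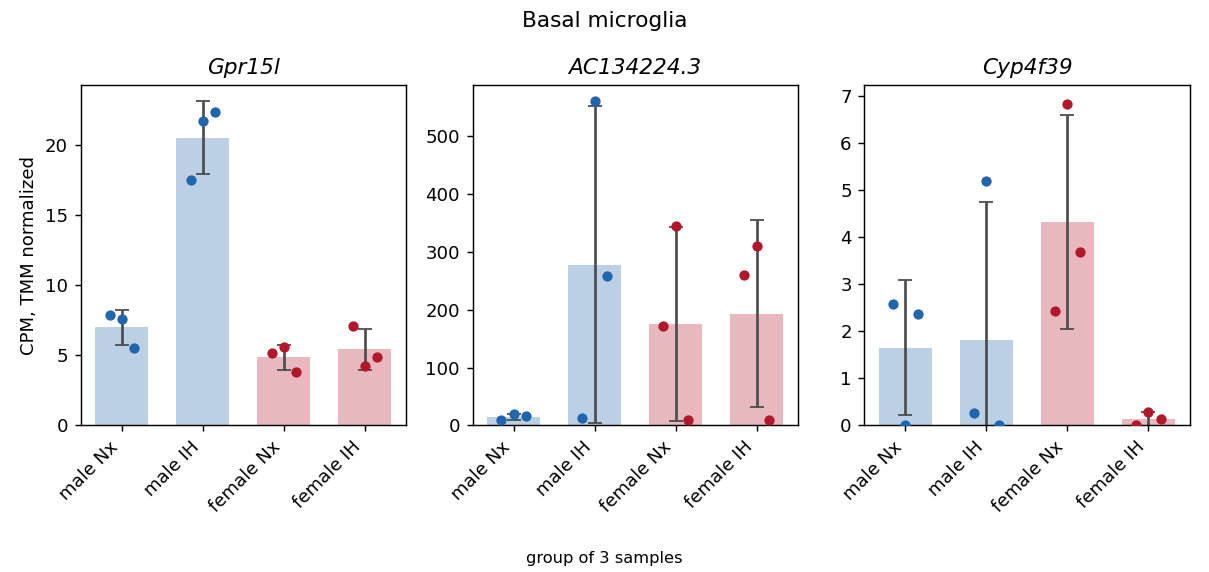
CPM after TMM normalization (y axis) of Gpr15l, AC134224.3 and Cyp4f39 in the 4 basal groups (x axis). Points are the 3 samples of a group, bars their mean and error bars the SD. Gpr15l is set apart in the 3 male IH samples, AC134224.3 is either low or high within male IH, female Nx and female IH, and Cyp4f39 is near 0 in all 3 female IH samples and in some male samples.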

**Figure 7:**
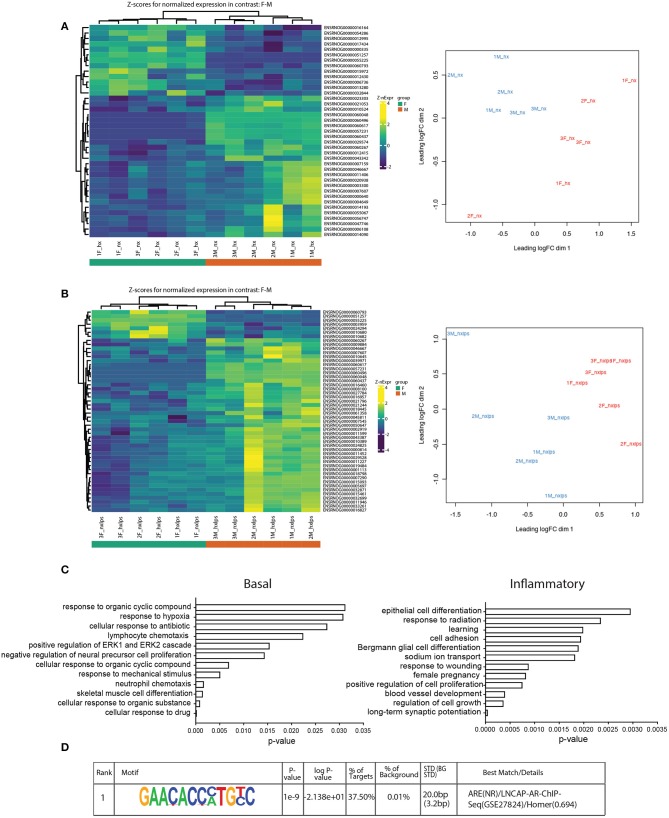
RNA-seq analyses of neonatal male and female microglia. **(A)** Heatmap of *z*-scores (left) and MDS analysis (right) for normalized gene expression in male and female microglia in basal conditions. **(B)** Heatmap (left) and MDS analysis (right) of normalized gene expression in male and female microglia in inflammatory (LPS) conditions. **(C)** Gene ontology for genes upregulated in males relative to females in basal (left) and inflammatory (right) conditions. **(D)** The top-ranking match for Homer motif analysis of the 8 genes identified in the GO category “cognition”.

**Table 4:** Differentially Expressed Genes from RNA-seq Results Analyzed in EdgeR.

**Treatment Comparison**	**Male Genes Up in IH**	**Male Genes Down in IH**	**Female Genes Up in IH**	**Female Genes Down in IH**	**Female NFκB Signaling Target Genes Down in IH**
Nx vs. Hx	ENSRNOG00000043342 (Gpr15l) ENSRNOG00000062158 (AC134224.3)	–	–	ENSRNOG00000029478 (Cyp4f39)	Not Applicable
Nx LPS vs. Hx LPS	ENSRNOG00000030616 (Slc25a45) ENSRNOG00000036674 (Cd7) ENSRNOG00000053494 (Mcpt1l1)	–	–	ENSRNOG00000046184 (RGD1561143) ENSRNOG00000004575 (Il1a) ENSRNOG00000019018 (Plat) ENSRNOG00000014524 (S1pr3)	ENSRNOG00000004575 (Il1a) ENSRNOG00000005731 (Birc3) ENSRNOG00000008525 (Csf3) ENSRNOG00000002802 (Cxcl1) ENSRNOG00000022256 (Cxcl10) ENSRNOG00000002525 (Ptgs2) ENSRNOG00000008144 (Irf1) ENSRNOG00000002723 (Sele) ENSRNOG00000022242 (Cxcl9) ENSRNOG00000018092 (Cd83) ENSRNOG00000020679 (Icam1) ENSRNOG00000010278 (Il6)

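Between the 6 male and the 6 female LPS samples, 6 genes had an FDR below 0.05 and 1213 had an unadjusted p below 0.05. All 6 genes had also differed in basal samples. ENSRNOG00000060048 was at 102 ± 20.1 CPM and ENSRNOG00000060496 at 33.6 ± 8.34 CPM in males (SD, n = 6 each), and neither had a count in any female. ENSRNOG00000055225 had no count in males and 84.0 ± 13.2 CPM (SD, n = 6) in females. ENSRNOG00000051257 was at 94.6 ± 58.8 CPM (SD, n = 6) in females and did not exceed 0.277 CPM in males. Among the alternatives planned, the number of genes was again moved most by the test. It was 99 with edgeR's exact test, 85 with edgeR's likelihood ratio test and 73 with DESeq2. It was between 6 and 8 across the 12 fits that each left out a sample. With the replicate block it was 27, and the deviations of same-numbered LPS samples had a mean correlation of 0.0870 (exact permutation of the numbers within groups, one-sided, p = 0.176, a test chosen after the value was seen).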

In LPS-treated samples (Figure 7B), 98 genes were differentially regulated between male and female pups. Similar to basal conditions, MDS analysis revealed that samples clustered based on sex and not IH treatment (Figure 7B, right). 

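In LPS samples the share of the squared leading log2 fold change distances between males and females was 20.8%, where exchanged sex labels gave 9.29% on average. No labelling gave a larger share (exact permutation test, p = 0.005, the smallest p the design allows). The share between Nx and IH was 7.12%, and exchanged oxygen labels gave 7.92% on average (exact permutation test, p = 0.605). The share between the sexes stayed between 20.0% and 23.5% when each sample was left out in turn, and that between Nx and IH between 6.59% and 9.80%. Centring on the replicate number, as a replicate block, gave 25.4% for sex and 10.1% for IH. The genes counted almost entirely in a single sex were again kept in the distances. How much of the share between the sexes lies in other genes was therefore not determined in LPS samples either.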

Further, when compared to females, more genes were upregulated in males than downregulated. 

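Of the 6 genes that differed by sex in LPS samples, 4 were higher in males and 2 were lower. At an unadjusted p below 0.05, 808 genes were higher in males and 405 were lower. With the exact test, 82 genes were higher in males and 17 were lower, and with the replicate block 24 were higher and 3 were lower.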

Interestingly, although the effects of IH were not strong enough to reveal many significant differences with *n* = 3 biological replicates (and 10 million reads), the bioinformatics analyses did confirm that multiple LPS-induced inflammatory genes, including *Il1a*, were attenuated by IH in females, but not in males (Table 4 and Figure 3D). 

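No gene had an FDR below 0.05 for IH LPS against Nx LPS in either sex. An unadjusted p below 0.05 was reached by 164 genes in males and 183 in females, and 0 genes passed with the replicate block. Il1a (ENSRNOG00000004575) was at 83.0 ± 20.9 CPM in female Nx LPS and 39.0 ± 7.47 CPM in female IH LPS (SD, n = 3 each). Its log2 fold change was -1.06 in females (standard error 0.49, adjusted p = 1 from edgeR's quasi-likelihood test) and -1.07 in males (standard error 0.49). In males it was at 73.9 ± 49.1 CPM in Nx LPS and 35.4 ± 14.5 CPM in IH LPS (SD, n = 3 each). With all samples the fall was thus about the same, and the spread between Nx LPS samples was larger in males. With 1 sample left out, the log2 fold change ran from -1.52 to -0.58 in males and from -1.22 to -0.87 in females. The male value thus depended more on single samples. The difference between the sexes in the effect of IH on Il1a was -0.01 on the log2 scale (standard error 0.68). LPS itself raised Il1a by 2.53 on the log2 scale in female Nx samples (adjusted p = 0.025 from edgeR) and by 2.01 in male Nx samples (adjusted p = 0.0873 from edgeR). S1pr3 (ENSRNOG00000014524) had the smallest p in females, with a log2 fold change of -1.73 (standard error 0.31, adjusted p = 1 from the quasi-likelihood test), against -0.34 in males. It was counted 28, 30 and 36 times in female Nx LPS samples and 8, 13 and 9 times in female IH LPS samples. Under edgeR's likelihood ratio test S1pr3 passed, with an adjusted p of 0.0236. Plat (ENSRNOG00000019018) fell by 1.48 on the log2 scale in females (standard error 0.69) and by 0.53 in males (standard error 0.66). RGD1561143 (ENSRNOG00000046184) fell by 3.82 in females (standard error 1.14) and by 0.85 in males (standard error 0.97), and it ranged from 4.93 to 107 CPM among the 3 female Nx LPS samples. In males, Cd7 (ENSRNOG00000036674) rose by 3.57 (standard error 1.14) and Mcpt1l1 (ENSRNOG00000053494) by 1.63 (standard error 0.70). Cd7 passed under edgeR's exact test (adjusted p = 0.0297). It was at 0.983, 0.969 and 1.58 CPM in male Nx LPS samples and at 2.97, 14.0 and 25.5 CPM in male IH LPS samples. Cd7 was also high in single samples of other groups, with 3.20, 41.0 and 1.30 CPM in male Nx and 2.11, 15.2 and 0.933 CPM in female Nx LPS samples. Slc25a45 (ENSRNOG00000030616) had a log2 fold change of -0.77 (standard error 0.73) in LPS males, with 29.2, 26.3 and 4.21 CPM in IH LPS and 26.5, 50.8 and 23.6 CPM in Nx LPS. Like AC134224.3 it was either low, between 2.12 and 4.21 CPM, or high, between 23.6 and 60.7 CPM, and in the same samples. The number of genes for which the effect of IH differed between the sexes in LPS samples was 0, with 140 at an unadjusted p below 0.05.

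**Figure D2:**
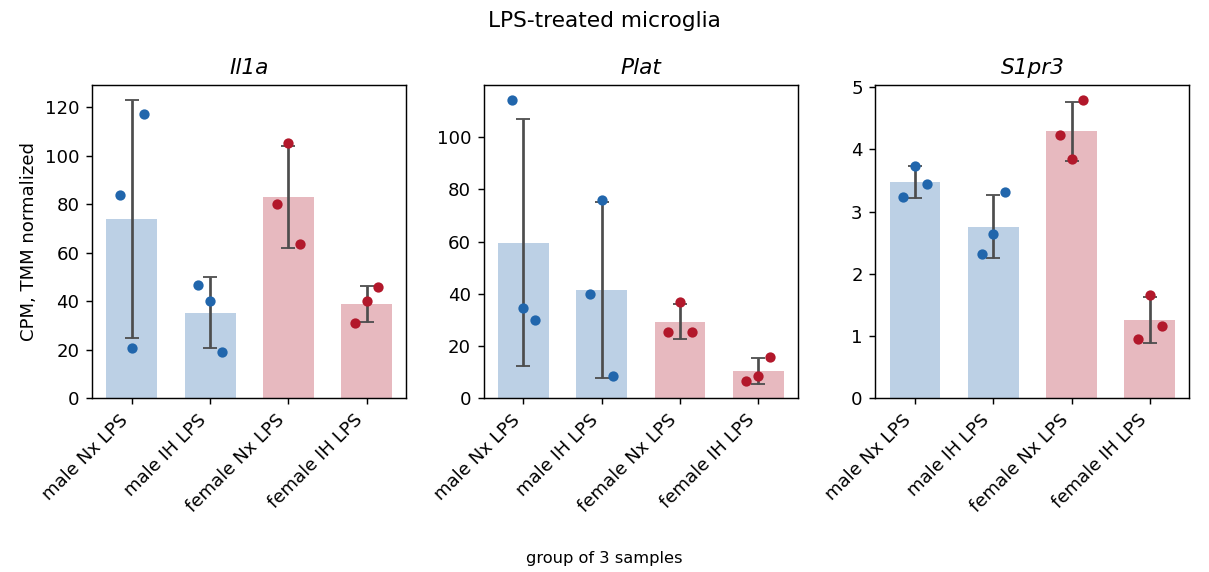
CPM after TMM normalization (y axis) of Il1a, Plat and S1pr3 in the 4 LPS groups (x axis). Points are the 3 samples of a group, bars their mean and error bars the SD. Il1a has a lower mean in IH LPS than in Nx LPS in both sexes, and its Nx LPS samples are spread more widely in males.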

When we probed RNA-seq samples for the effect of IH on LPS-stimulated NF-κB signaling targets previously identified using the gene array, we found that multiple LPS-induced type I IFN genes were attenuated (Table 4) by IH pre-exposure in females only, confirming our previous findings.

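Of the 84 genes on the array, the 12 that Table 4 lists as lower with IH in females could be followed in the counts, and all 12 were raised by LPS in Nx samples of both sexes. Their log2 fold changes with LPS were between 2.05 for Cd83 and 8.68 for Cxcl10 in females. In IH LPS females all 12 were lower than in Nx LPS females, by log2 fold changes from -1.99 for Cxcl9 to -0.63 for Cd83, with a median of -1.18. In males 10 of the 12 were lower, with a median of -0.54, and Sele (0.47) and Cxcl9 (0.37) were higher. The standard error was larger than 1 for Cxcl1, Cxcl10, Cxcl9, Sele and Csf3 in both sexes. The fit made 1 estimate of the spread per gene from the LPS samples of both sexes. The standard errors in females therefore also carry the spread between males. Csf3 was at 5.13, 4.61 and 3.73 CPM in female Nx LPS samples and at 1.79, 1.54 and 1.82 CPM in female IH LPS samples. The paper calculated the FDR within the array's genes. Because the other genes of the array have no identifier here, the FDR was bounded from above by counting 84 tests and ranking the unnamed genes last. With this bound no target had an FDR below 0.05 in females or in males, and 0 targets did so for the difference between the sexes. An unadjusted p below 0.05 was reached by 1 target, Il1a, in each sex, and by no target for the difference between the sexes. With edgeR's exact test 3 targets, Il1a, Birc3 and Csf3, passed the bound in females, where all 12 had an unadjusted p below 0.05, and 0 passed in males. Cxcl10 was at 2075 ± 278 CPM in female Nx LPS and 937 ± 657 CPM in female IH LPS (SD, n = 3 each). In males it was at 1977 ± 1631 CPM in Nx LPS and 742 ± 628 CPM in IH LPS (SD, n = 3 each). The 3 male Nx LPS samples had 2616, 123 and 3192 CPM of Cxcl10 and the 3 male IH LPS samples 1187, 1015 and 23.1 CPM. With the replicate block 0 targets passed in either sex. The quasi-likelihood test was also fitted to only the 6 LPS samples of each sex. There 11 targets had an unadjusted p below 0.05 in females and 0 in males, and none passed the bound. From the attenuation of these targets that it found in females only, the paper states that the RNA-seq result bears out its previous findings.

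**Figure D3:**
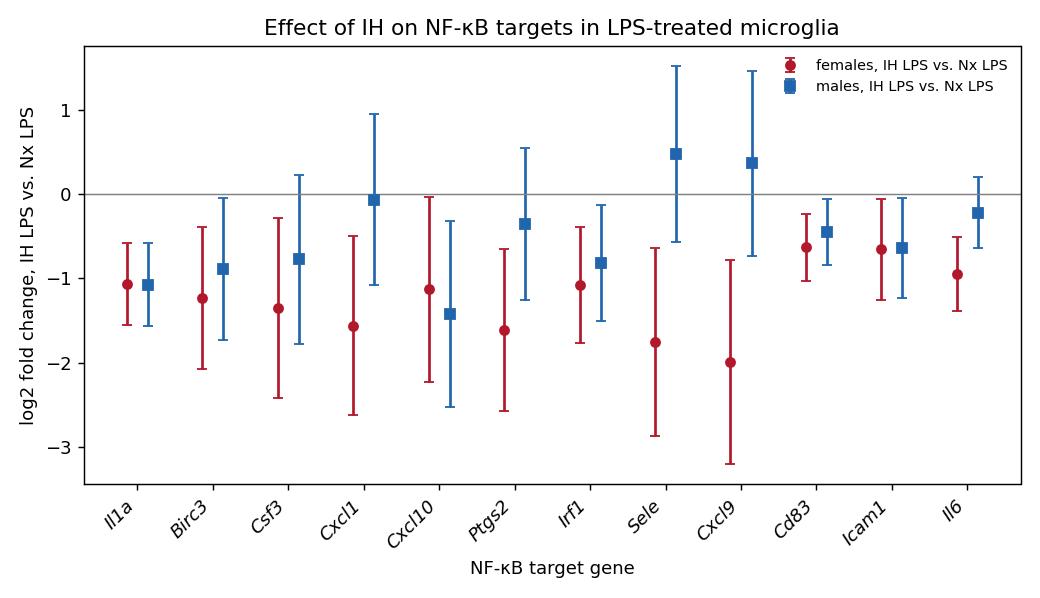
Log2 fold change of IH LPS against Nx LPS (y axis) for the 12 NF-κB targets of Table 4 (x axis), from edgeR fitted to 12 LPS samples, for females (circles) and males (squares). Error bars are the standard error, from 1 estimate of the spread per gene for both sexes, so they do not show the spread within a sex. All 12 circles are below 0, as are 10 of the 12 squares, and the error bars of the sexes overlap for all genes except Sele and Cxcl9.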

Genes upregulated in males relative to females in both basal (Figure 7C, left) and inflammatory conditions (Figure 7C, right) were functionally annotated using DAVID for Gene Ontology (GO) class Biological Process. In basal conditions, males and females differed in genes related to the categories of “hypoxia,” “lymphocyte chemotaxis,” and “neutrophil chemotaxis,” observations that may contribute to the previous findings that certain leukocyte populations are sex-specifically recruited to the brain during IH. Additionally, several of the genes involved in chemotaxis, including the chemokine receptor Ccr3, were differentially expressed between males and females, as has been reported previously in the P4 rat brain (39).

To further examine relationships between all the genes that were significantly changed by sex irrespective of IH, we used STRING analysis of functional protein association networks (Supplementary Figure 3). The results showed two main gene networks: one involving cytokines/chemokines, and the other involving cellular proliferation/survival (Supplementary Figure 3A). These findings support the notion that IH-induced differences in cytokine expression (Figure 3) may be related to basal and IH-induced differences in leukocyte trafficking (supported by Figures 4, 5), and/or the ability of certain cell populations to proliferate.

Surprisingly, in inflammatory conditions (irrespective of IH), sex-specific changes were identified in gene categories related to “learning” and “long-term synaptic potentiation” (Figure 7C). Additional analyses examining Biological Process in Panther similarly revealed 8 genes enriched in the category “cognition”: Ptn, BDNF/NT-3, Dbi, Atp1a, Stra6, Fam107a, Agt, and Slc6a1 (Supplementary Figure 3B). Motif analyses of the promoters for these cognition-related genes revealed a common binding motif for the androgen receptor (Figure 7D), suggesting that the androgen receptor may play an important role in sex-related differences in neonatal susceptibility to cognitive deficits. Together, these results support the idea that sex-differences exist in P9 whole brain microglia in both basal and inflammatory conditions and suggest multiple candidate gene targets by which early life insults may change microglial function and impact cognition.

### Weight Gain in Young Adults Is Not Altered by Neonatal IH

Because weight changes observed acutely following neonatal IH exposure were previously reported to persist into adulthood (14), we also tested this in 6 week-old young adults that were neonatally exposed to 8 days of IH starting at P1 (Figures 8A,B). The average weight of adult males (Figure 8A) exposed to neonatal Nx (*n* = 21) was 235.14 g +/– 4.25 g and neonatal IH (*n* = 19) was 231.79 g +/– 5.16 g. Similarly, the average weight of females (Figure 8B) exposed to neonatal Nx (*n* = 14) was 176.14 g +/– 3.63 g and neonatal IH (*n* = 18) was 174.42 g +/– 3.97 g. There was no statistical difference in weight for males (*t* = 0.505, *p* = 0.616) nor females (*t* = 0.312, *p* = 0.757), suggesting that the paradigm of IH used in these studies does not exert effects on weight that persist into adulthood.

**Figure 8:**
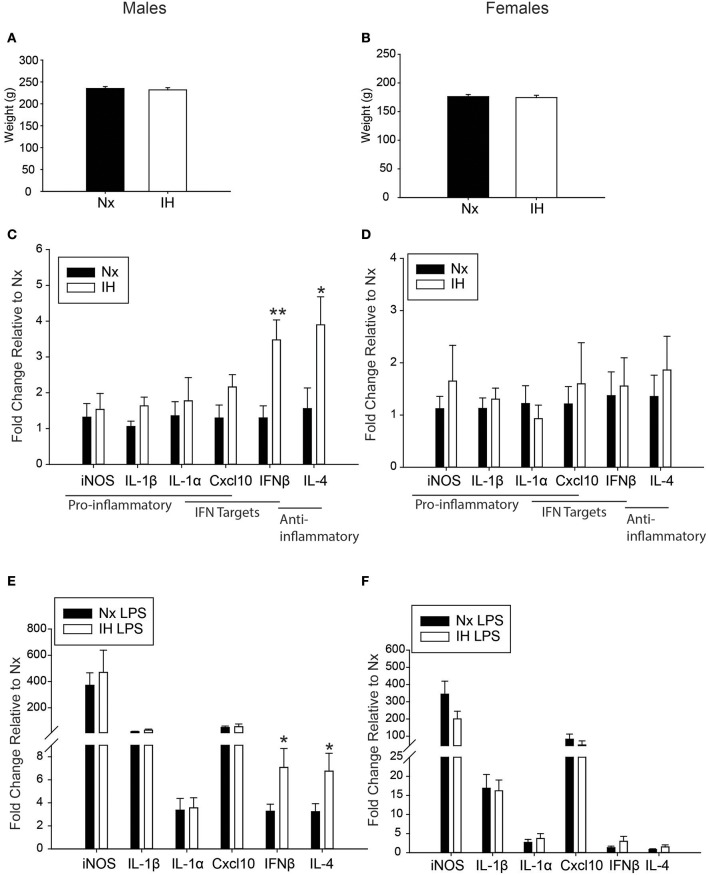
Neonatal IH augments anti-inflammatory cytokine gene expression in adult males. **(A,B)** Adult weights were unchanged in males **(A)** and females **(B)** 6 weeks following the last IH exposure. **(C,D)** Basal gene expression was analyzed in adult male **(C)** and female **(D)** microglia 6 weeks post neonatal IH exposure. **(E,F)** Microglial gene expression was analyzed in male **(E)** and female **(F)** neonates exposed to IH followed by LPS challenge. Values represent average fold change +/– SEM *p < 0.05, **p < 0.01, relative to respective Nx control, Two-way ANOVA.

### Neonatal IH Sex-Specifically Disrupts Microglial Ifnβ1 and Il4 Expression Long-Term

We next assessed whether neonatal IH-induced changes in microglial cytokine gene expression were maintained long-term, into early adulthood. Six week-old males and females exposed to Nx or IH as neonates were injected with LPS (i.p. for 3 h), and microglia were isolated for gene expression analyses (Figures 8C–F). The majority of cytokines in adult males (Figure 8C and Table 5) and females (Figure 8D and Table 6) were unchanged in basal conditions, and 3 h of LPS was sufficient to increase the expression of most inflammatory cytokines. Interestingly, in adult males (but not females) there was a significant main effect of neonatal IH on *Ifn*β*1* expression (*p* < 0.001) and *Il4* (*p* = 0.003). *Post-hoc* analyses showed that IH augmented both *Ifn*β*1* and *Il4* expression in vehicle- (*Ifn*β*1 p* = 0.004; *Il4 p* = 0.020) and LPS-treated (*Ifn*β*1 p* = 0.020; *Il4 p* = 0.047) conditions. Thus, the effects of neonatal IH on male *Ifn*β*1* and *Il4* microglial gene expression persisted into adulthood, whereas those effects on female microglia did not. Surprisingly, while LPS significantly increased both *Ifn*β*1* and *Il4* in adult males, there was no effect of LPS on these cytokines in adult females (Table 6), despite the interaction between LPS and IH in neonatal females (Table 3). Together, these results support the idea that neonatal IH has sex-specific effects that persist into early adulthood in males, and that some responses to LPS differ developmentally.

**Table 5:** Statistical Values for Adult Males (Two-Way ANOVA).

		**Main effect IH**		**Main effect LPS**		**Interaction IH vs. LPS**	
**Gene**	**n/tx (Nx, Nx LPS, IH, IH LPS)**	***F***	***p***	***F***	***p***	***F***	***p***
*Inos*	7,9,7,9	0.0389	0.845	141.421	< 0.001	0.318	0.577
*Il1β*	7,9,7,10	1.090	0.305	74.278	< 0.001	0.146	0.705
*Ifnβ1*	7,10,7,9	15.610	< 0.001	12.239	0.001	0.640	0.430
*Il1α*	7,10,7,10	0.127	0.724	4.742	0.037	0.0151	0.903
*Cxcl10*	7,10,6,10	0.0253	0.875	54.175	< 0.001	2.518	0.123
*Il4*	7,10,7,10	10.283	0.003	5.028	0.032	0.305	0.585
*Stat3*	6,8,6,9	0.872	0.360	18.598	< 0.001	0.357	0.556

**Table 6:** Statistical Values for Adult Females (Two-way ANOVA).

		**Main effect IH**		**Main effect LPS**		**Interaction IH vs. LPS**	
**Gene**	**n/tx (Nx, Nx LPS, IH, IH LPS)**	***F***	***p***	***F***	***p***	***F***	***p***
*Inos*	6,7,6,7	0.421	0.523	388.729	< 0.001	1.732	0.202
*Il1β*	6,8,6,9	0.367	0.550	69.935	< 0.001	0.00204	0.964
*Ifnβ1*	6,8,6,8	0.0755	0.786	0.102	0.753	0.227	0.638
*Il1α*	6,8,6,8	0.162	0.691	5.597	0.026	0.525	0.476
*Cxcl10*	6,7,6,7	0.381	0.544	69.251	< 0.001	0.489	0.492
*Il4*	6,7,6,7	0.00872	0.926	0.321	0.577	0.0702	0.793
*Stat3*	6,8,6,7	0.449	0.509	21.908	< 0.001	0.0145	0.905

### Neonatal IH Does Not Impair Adult Working Memory

Since adult males exposed to neonatal IH demonstrated changes in the expression of microglial *Ifn*β*1* and *Il4*, cytokines with mixed effects on learning and memory (62–65), we next examined working memory in young adult (6–8 wk) male and female rats (Figure 9). Spontaneous alternation in behaviorally naïve rats was tested in a Y-maze, a frontal cortex and hippocampal-dependent working memory task (57, 58, 66). While there was a significant interaction between sex and IH treatment (*F* = 4.568, *p* = 0.038, Two-way ANOVA), *post-hoc* analyses identified no significant differences between the treatment groups. There was a statistical trend for better performance in females compared to males exposed to neonatal Nx (*t* = 1.879, *p* = 0.067), and a trending decrease in spontaneous alternation performance in neonatal IH-exposed females compared to neonatal Nx-exposed females (*t* = 1.613, *p* = 0.114); however, the effects were modest at best. Together, these results suggest that 8 days of neonatal IH does not strongly impair spatial memory in otherwise naïve animals, although there are sexual dimorphisms in the effects of IH on spatial working memory.

**Figure 9:**
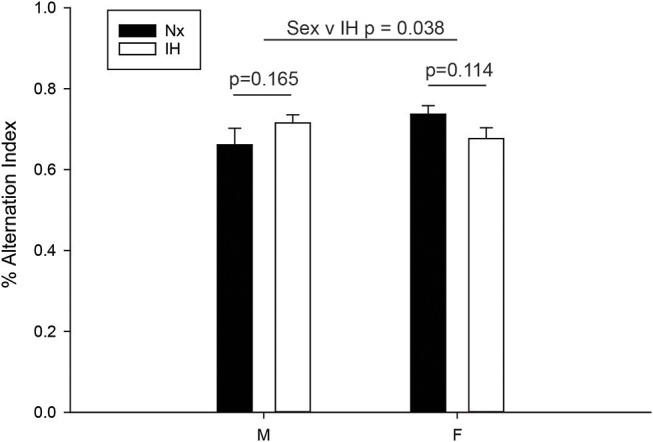
IH sex-specifically affects spontaneous alternation in naïve young adults. Behaviorally naïve adults who were exposed to Nx or IH as neonates were tested in the Y-maze spontaneous alternation task. Nx males (*n* = 9), IH males (*n* = 14), Nx females (*n* = 11) females and IH females (*n* = 12). The spontaneous alternation index is defined as the number of times a rat made three consecutively correct arm entries/total arm entries minus two. Results represent the average % alternation index in rats from three independent litters +/– SEM, Two-way ANOVA.

## Discussion

In this work, we initially hypothesized that neonatal IH would sex-specifically augment microglial inflammatory gene expression in both basal and inflammatory conditions, and that these effects would persist into adulthood. Contrary to our hypothesis, we found that neonatal IH augmented anti-inflammatory and type I interferon-related cytokines, and sex-specifically altered CNS myeloid populations, while attenuating LPS-induced inflammatory cytokine/chemokine expression acutely following IH. While these changes persisted into adulthood only in males, they were not associated with overall impairments in working memory nor alterations in spleen macrophage gene expression.

Our work also demonstrated sex differences in the effects of IH both acutely and long term. Acutely, neonatal IH increased anti-inflammatory cytokines in both P9 males and females, but only impaired LPS responses in P9 females. One intriguing explanation for the acute effects of IH on LPS responses in female vs. male microglia is a sex difference in the capacity to respond apoptotic CNS cells via phagocytosis (efferocytosis). Our results showed that IH increased CNS cell death by ~13–16% in both sexes. While we were not able to determine by flow cytometry if cell death was apoptotic (vs. necrotic), the lack of basal pro-inflammatory gene expression at both P1 and P9 following neonatal IH, and previous work in neonatal IH models (15), would support a non-inflammatory mechanism of cell death (i.e., apoptosis). It is well-established that macrophage efferocytosis is an anti-inflammatory process which can attenuate LPS responses (67–69). Since males and females exhibit differences in microglial phagocytosis in early postnatal life (43), female microglia may be more responsive to CNS apoptosis/cell death. Our RNA-seq data support sex differences in genes associated with apoptosis and efferocytosis; for example, the nuclear receptor Nr4a1, which contributes to the anti-inflammatory effects of efferocytosis in peripheral macrophages (70), is differentially expressed in our male and female microglia under basal conditions (Supplementary Figure 3). The idea that CNS cell death may account for the sex differences in LPS response would explain why changes in female LPS responses are acute, as IH-induced cell death would no longer be present in young adulthood and therefore would not induce an anti-inflammatory effect in microglia.

Another possible explanation for the acute effects of IH on LPS responses is the recruitment of other innate immune cells, which we predict is transient, but have not yet confirmed. By flow cytometry, we observed that IH sex-specifically increased a population of CD11b^+^/CD45^high^ cells that are likely to be other monocyte-derived cell types. Recent research in mice has identified a neonatal subpopulation of CD11c^+^ microglia that express CD4 and contribute to myelogenesis; it is possible that the myeloid population identified here has similar function (71). Alternatively, this myeloid cell population could be dendritic cells, which are important antigen presenting cells present in the choroid plexus under homeostatic conditions (72), but can also be derived from monocytes in the presence of IL-4 and IFNβ (73), two of the genes we find to be augmented by IH in the brain. Additionally, dendritic cells are strong producers of IFNβ (74). Thus, it remains unclear whether the changes we observe in *Ifn*β*1* and *Il4* gene expression are truly a reflection of alterations in microglial gene expression, or if they reflect responses to the unidentified alternative monocyte cell population. However, if the changes in *Ifn*β*1* and *Il4* are a consequence of changing CNS myeloid populations, it would suggest that males and females have different sources of these two genes, as only females exhibited a change in myeloid populations. Future work will need to investigate this possibility by characterizing the different myeloid populations identified for the first time here. Our RNA-seq data further supported the potential for a sex difference in the myeloid cell recruitment to the CNS, as a network of chemokine-related genes was differentially expressed (Supplementary Figure 3).

In addition to the sex differences in microglial gene expression following acute IH, there were multiple sex effects identified by RNA-seq that were independent of IH treatment. From the RNA-seq data, we observed changes in “cognition”-related genes in the context of inflammation, not in basal conditions. This is important given that OSA is often comorbid with other illnesses involving systemic inflammation. These results suggest that cognitive vulnerabilities may be unmasked because of infection. Motif analyses for DNA binding proteins that may be common regulators of these cognition genes identified a binding motif for the androgen receptor. Androgen receptors mediate inflammatory responses (75, 76) and CNS pathology (77), and androgens activate signaling pathways that influence the cognition-related genes identified in this study, including the GABA transporter Slc6a (78–81). Indeed, at least one study has even demonstrated that androgen receptors contribute to male-specific GABA_A_-mediated excitotoxicity in the hippocampus (79), which might underlie male vulnerability to cognitive dysfunction in early life. Thus, the microglial genes identified in this study may be useful candidates for future studies that investigate sexual dimorphism in cognitive dysfunction after neonatal stressors, such as IH.

Unlike females, males maintained their basal gene expression of anti-inflammatory cytokines acutely and long-term. Since males did not exhibit an acute increase in CNS myeloid populations, there is an as yet unidentified mechanism contributing to these long-term changes in *Ifn*β*1* and *Il4* expression in males. We posit that IH-induces modifications to the chromatin landscape, as has been reported for the carotid body (82). While the consequences of upregulated microglial cytokines in the male are unknown, type I interferons can inhibit synaptic plasticity associated with learning (83), and increased levels of IFNβ and IL-4 in the choroid plexus are associated with cognitive dysfunction in aging (62, 63). Although our results suggest that basal working memory is not impaired in young adults (6–8 wks) exposed to IH as neonates, it is unknown for how long the augmentation of these anti-inflammatory cytokines persists, or if they contribute to cognitive dysfunction in aging.

Our IH model recapitulates multiple aspects of other models of infant OSA, including SpO_2_ nadir to ~60% and poor weight gain (5). However, the severity of O_2_ desaturation caused by IH exposures in rats compared to infant OSA is questionable due to species differences in the oxygen reserve, suggesting that the 60%SpO_2_ nadir in neonatal rats is likely less severe than 60% in human newborns (84). Nonetheless, for experimentally modeling the effects of OSA, rats remain a good mammalian option (as compared to mice) since their oxygen dissociation curve is closer to that of humans (85). Other limitations include exposure of pups with dams during IH treatment, which others have suggested might reduce lactation, resulting in reduced neonatal weight gain (16); this has not been directly tested. Nevertheless, repeating these findings using a cross-fostering model which does not alter weight gain (16) may be beneficial to better understand the direct effects of IH on the pups independent of the mother. Lastly, the neonates were exposed to 15, uniformly distributed, hypoxic episodes/h, for 8 h periods during the light phase of each day. Since rat neonates do not establish diurnal/nocturnal patterns for wake/sleep until P16-P20 (86), this IH model does not necessarily recapitulate apneas experienced only during sleep. However, despite these constraints, the weight and SpO_2_ results we obtained are similar to those in other neonatal IH models used by others (14, 20, 38, 87).

Overall, the results presented here support the idea that IH is an early life stimulus that acutely modifies microglial function and induces long-lasting changes in microglial gene expression. Future studies will need to establish the functional consequences of IH-induced microglial gene changes in the context of long-term CNS inflammation and cognitive function.

## Data Availability

The sequencing datasets generated in this study are available in the NCBI GEO Datasets: GSE126946. All other data are presented in manuscript or additional files, and are available from the corresponding author upon reasonable request.

## Ethics Statement

This study was carried out in accordance with the recommendations of University of Wisconsin-Madison Institutional Animal Care and Use Committee. The protocol was approved by the University of Wisconsin-Madison Institutional Animal Care and Use Committee.

## Author Contributions

EK and JW prepared the manuscript and figures. EK collected and analyzed data for flow cytometry, PCR, and RNA-seq experiments. TW analyzed adult spleen samples. SC, AV, and MC performed behavioral experiments and analyses.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Neonatal Intermittent Hypoxia Induces Lasting Sex-Specific Augmentation of Rat Microglial Cytokine Expression
**Source:** Front Immunol. 2019 Jul 2;10:1479. doi: 10.3389/fimmu.2019.01479
**Supplement:** Supplementary file 1

*Supplementary Material*

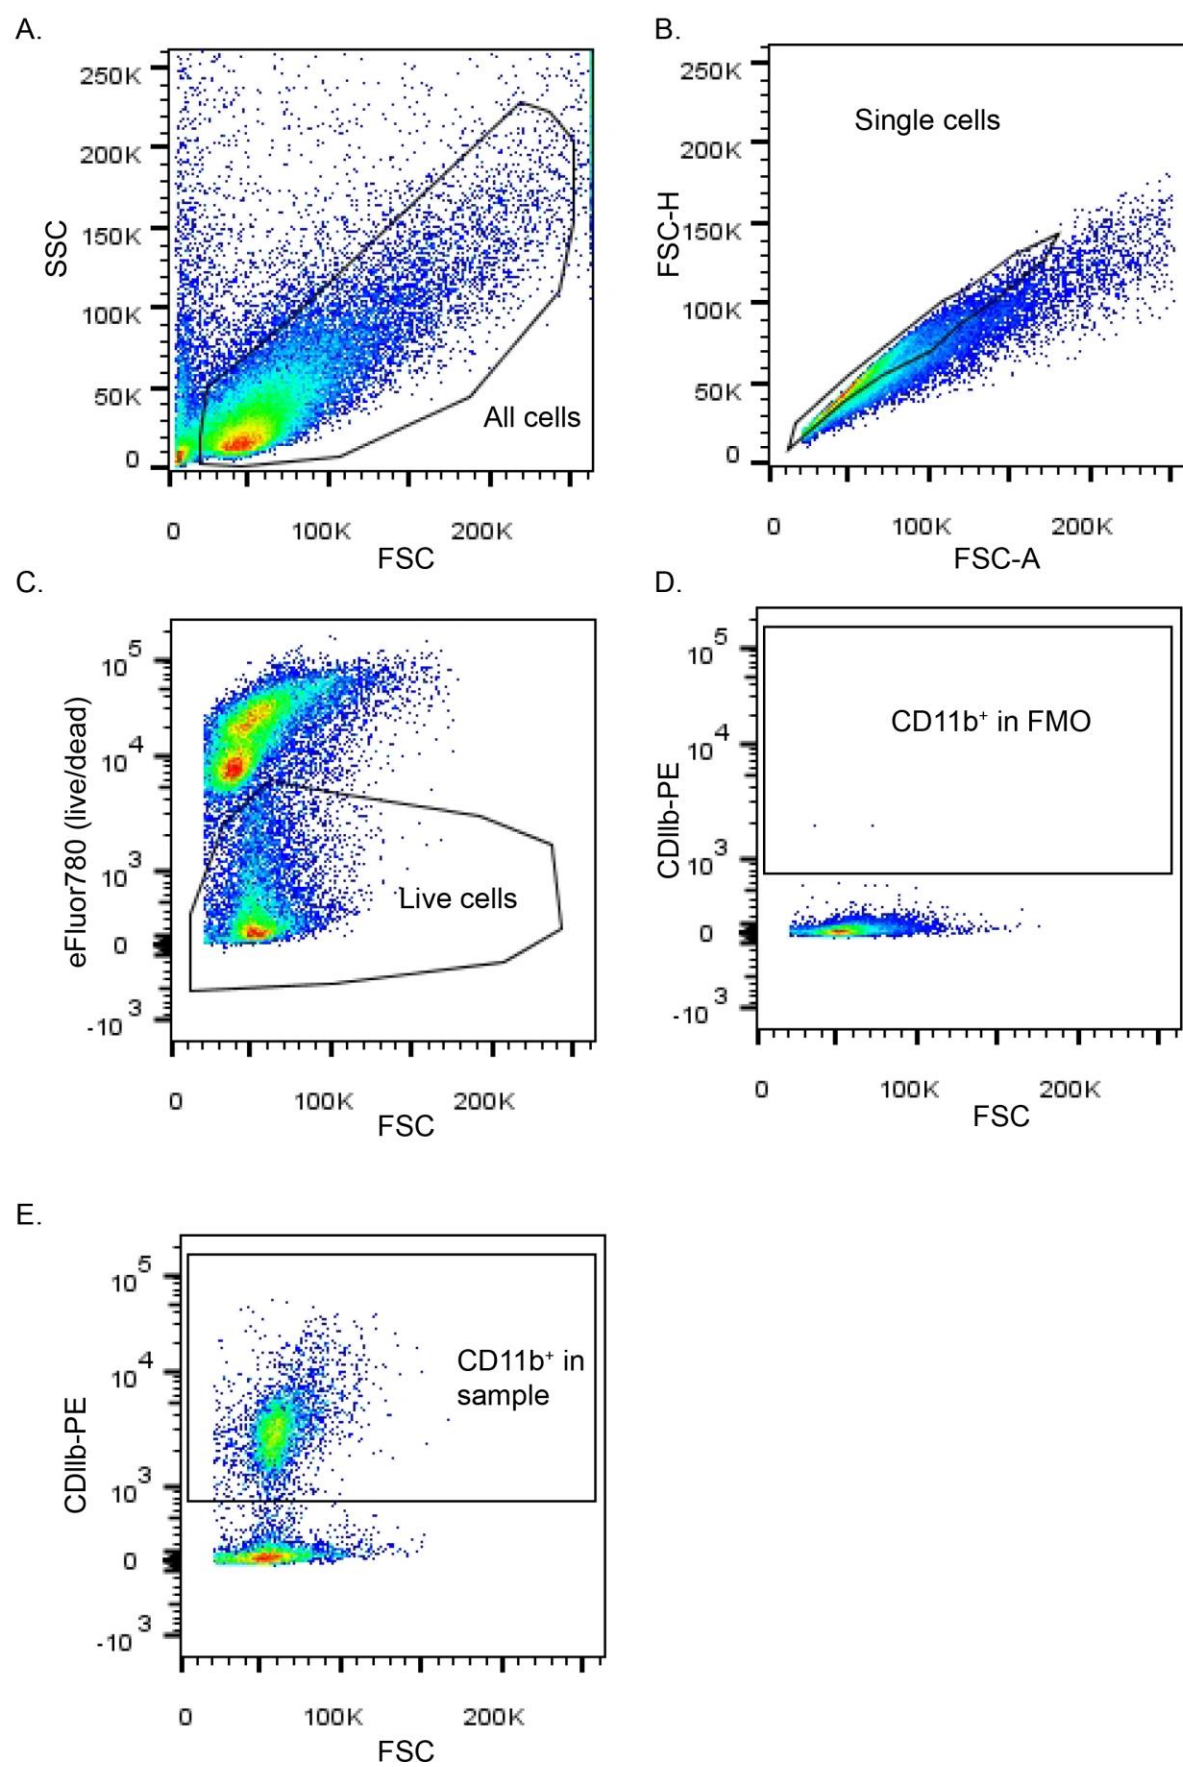

**Supplementary Figure 1. Flow gating strategy.** Total cells were gated using FSC-A/SSC-A (A) and then single cells were identified using FSC-A/FSC-H (B). Live cells were identified via eFluor780 exclusion (C). Fluorescence minus one (FMO) controls were used to set gates where positive cells would fall (D) and cells that were positive for any given fluorophore were identified in samples that expressed all fluorophores (E).

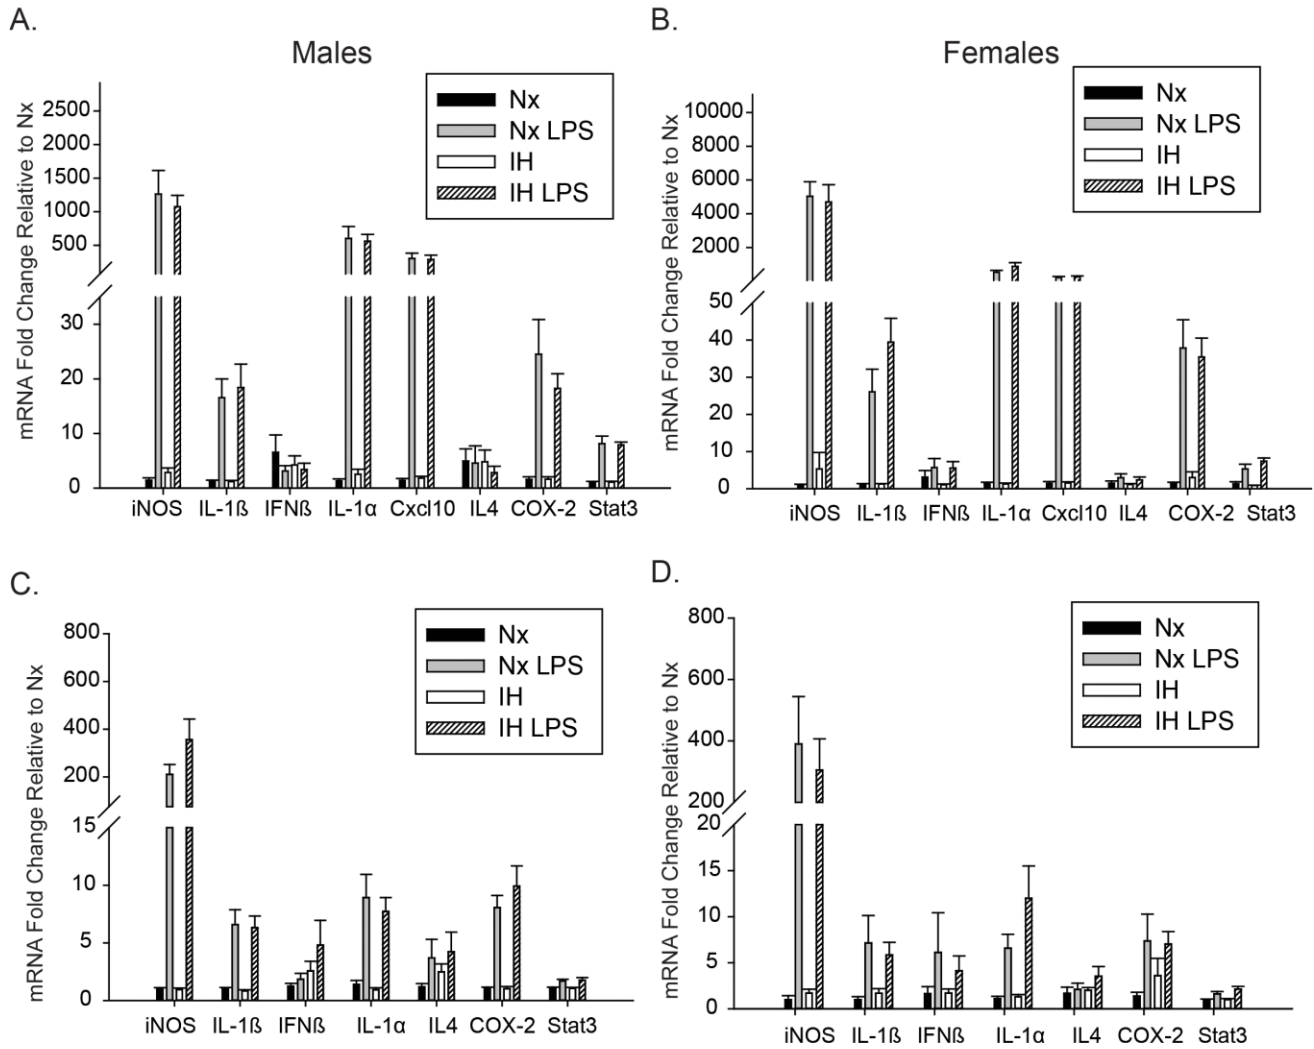

**Supplementary Figure 2. Neonatal IH does not alter spleen macrophage gene expression at P9 nor microglia expression at P1.** Spleen macrophages were isolated from males (A) and female (B) neonatal spleens following either Nx or IH exposure with vehicle or LPS injection. No significant effects of IH, nor interactions of LPS and IH were identified. Whole brain microglia from males (C; n = 9/treatment) and females (D; n = 5-7/treatment) were isolated after 1 day of IH exposure. A significant main effect was found for IH on male *Ifn $\beta$*  expression,  $F_{1,31} = 5.436$ ,  $p = 0.027$ , Two-way ANOVA for IH v LPS. Post-hoc analyses revealed no significant differences between groups.

A.

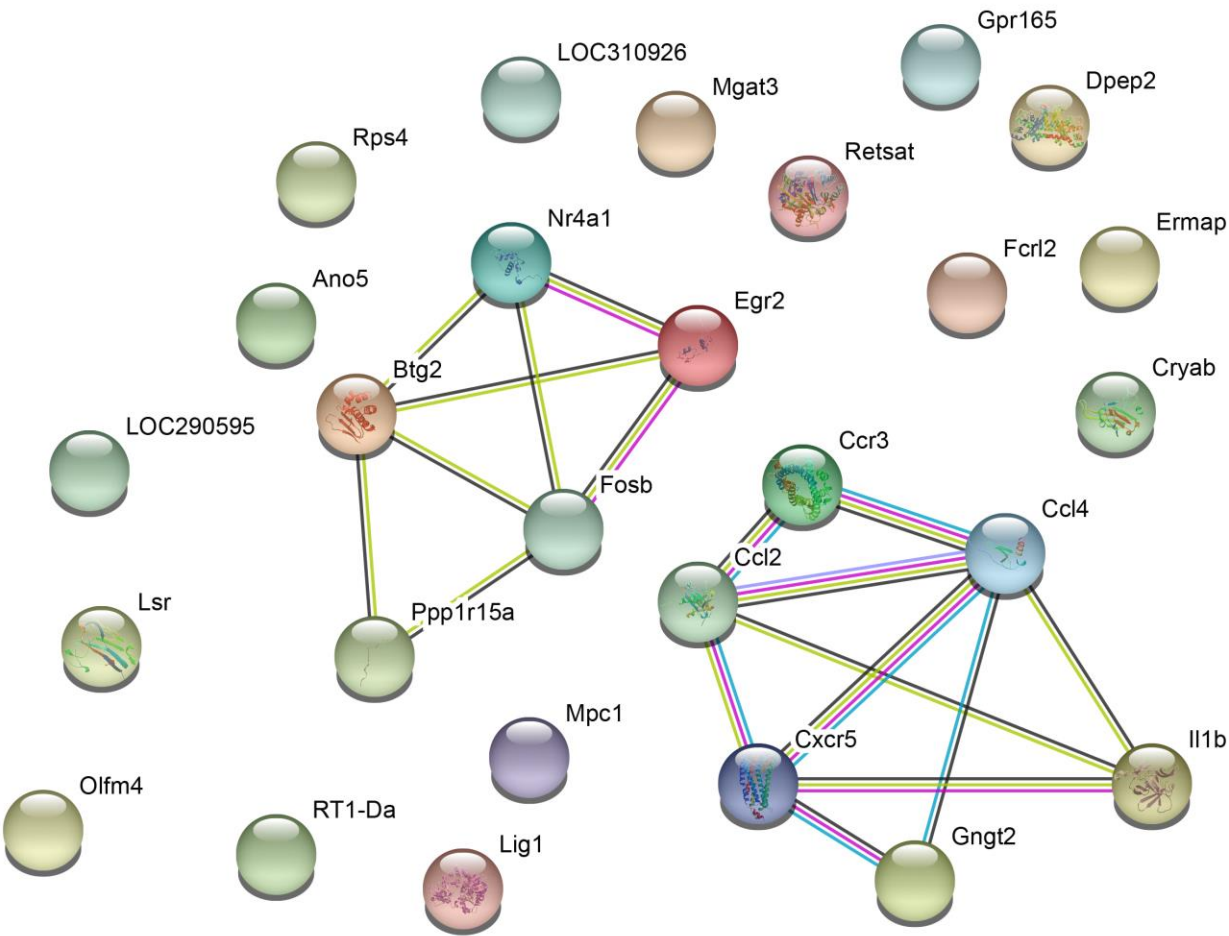

B.

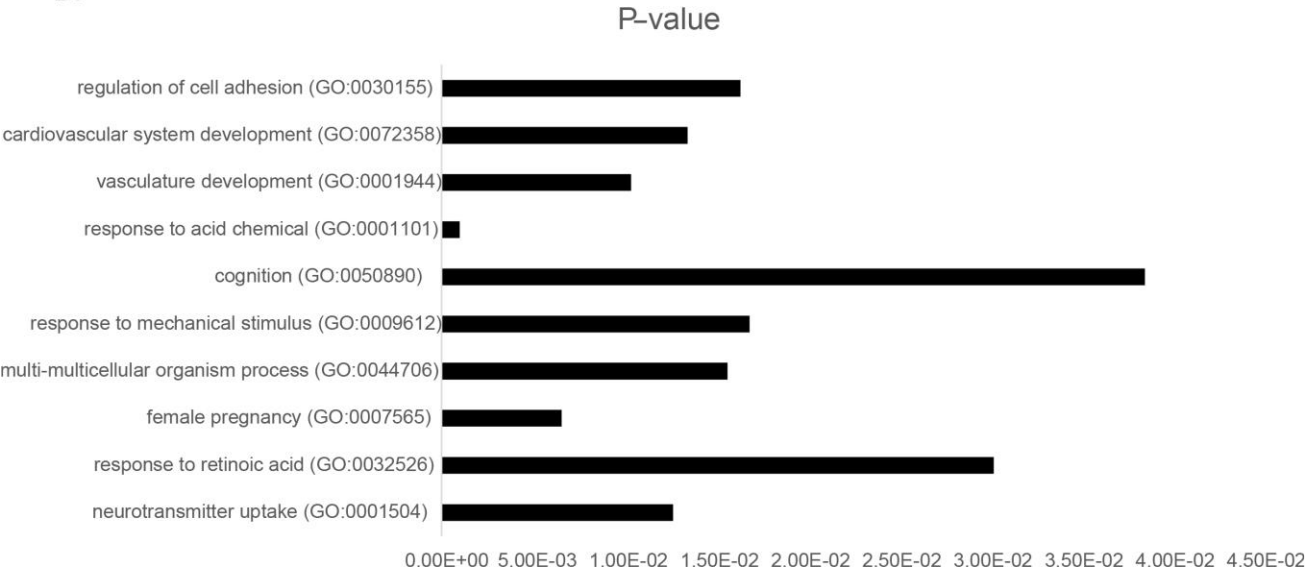

**Supplementary Figure 3. Additional bioinformatics analyses on sex-specific genes.** A) STRING network analysis on genes upregulated in males relative to females in basal conditions. B) Gene Ontology analyses for Biological Process performed using Panther on the list of genes upregulated in males relative to females in basal conditions.

How the deposited data were processed for this re-analysis (not part of the article)

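RNA was sequenced from microglia of postnatal day 9 rats of both sexes after 8 days of Nx or IH and an injection of vehicle or LPS, with 3 samples in each of the 8 groups. The authors aligned the reads with TopHat 2.1.0, counted reads per gene with HTSeq 0.6.1 and deposited the raw counts of each sample, as whole numbers per gene, without normalization or filtering. The files do not pair Ensembl identifiers with gene names, and the pairs printed are those of Table 4.

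The counts were analysed in R 4.3.3 with edgeR 4.0.16, and with DESeq2 1.42.0 as an alternative. Genes with a CPM above 1 in at least 3 of the 24 samples were kept, 12860 in all, and libraries were scaled by TMM. The effects of sex and of IH were fitted to the 12 basal or the 12 LPS samples with a mean for each of 4 groups, and the effect of LPS in Nx samples to all 24 samples with a mean for each of 8 groups. Contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment, with an FDR threshold of 0.05. The difference between the sexes in the effect of IH was tested as an interaction. Standard errors of log2 fold changes were computed from the fold change and its F statistic. The samples of a fit share 1 estimate of the spread per gene, so a standard error does not show the spread within 1 sex.

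For the NF-κB array the FDR had been planned over the tested genes of the array list. Only 12 of its 84 genes have an identifier in Table 4, so the FDR was bounded from above instead, with 84 tests and the genes without an identifier ranked last. This departs from the planned design and is conservative.

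Distances between samples were those of edgeR's plotMDS, with 500 genes per pair and a prior count of 2. The share of the squared distances between groups was tested by an exact permutation test over the 400 labellings that keep 3 samples of each label in each stratum.

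Total counts ranged from 6624453 to 8548714 per sample, with a median of 7532796.5. On simulated data with 200 of 12860 genes changed by 1.5 on the log2 scale, the main test recovered 87% of the changed genes for sex in basal samples, 69% for IH in LPS females and 32.5% for the interaction in LPS samples. The simulation drew each gene independently, with the spread typical of its expression level. It held no factor shared by many genes and no genes of unusual spread. These percentages therefore do not measure the power of the test in the real samples.

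The genes named are those that the paper names with an identifier and, for each count of genes above 0 for sex, the 2 with the smallest p in each direction. The planned rule allowed 5 genes per count, and it was narrowed because the identifiers have no names here. The replicate numbers come from the sample labels, which number the samples of every group from 1 to 3. The labels and the text of the paper give no sequencing batch or date, so no batch was modelled.

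The alternatives were edgeR's likelihood ratio and exact tests, DESeq2, RLE size factors, no filter, a filter on the fitted samples, a fit to all 24 samples, a fit to only the 6 samples compared, a replicate block, and each sample left out in turn. For the distances they were all tested genes, 100 genes per pair, a prior count of 0.5, a replicate block and each sample left out in turn. A likelihood ratio test with a replicate block, a likelihood ratio test on all 24 samples and an exact test with dispersions from all 24 samples were added after the values were seen.

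Gene ontology, the STRING network, the cognition genes, the promoter motif and the sex chromosomes were not analysed here, because they need gene names, coordinates or sequence. The array, qPCR, flow cytometry and adult experiments were not analysed here.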

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

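The tests of library size and of the top genes for male Nx replicate 2, and those of why LPS changed more genes in females, were chosen after the results were seen.

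In male Nx replicate 2, 23.4% of the alignments were to more than 1 place in the genome, against 12.3% to 15.8% in the other 5 vehicle-treated males. It was the single sample set far apart among 20 groups of 6 samples and measures examined, and chance gives about 1. Its total count of 7375751 lay within the range of the other 5 males, so library size does not account for it. The gap of its share of counts on the 10 top genes to the nearest of the others was 0.0214 of the range. Alignments to more than 1 place are not among the counts on genes. This share therefore cannot show whether a few genes supplied them, and that stays open. Library preparation was not tested, and the design gives no biological explanation to test for a single sample. Without this sample the number of genes changed by IH in basal males was 2.

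LPS changed 523 genes in male Nx and 827 genes in female Nx samples at an FDR below 0.05, and the paper does not report these comparisons for the RNA-seq data. In both sexes 380 genes passed, all in the same direction. Among the 4 splits of the 6 male samples that part every same-numbered pair, 1 gave as many genes, which was the real one, and the others gave 0. Among the 4 splits of the 6 female samples 2 did so, the real one and the split with replicate 2 exchanged between Nx and Nx LPS, which gave 1120 genes. With 4 splits the share cannot fall below 0.05, so chance cannot be excluded by this count.

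The larger number in females may reflect a different effect of LPS in the sexes or a technical difference. The interaction of sex with LPS gave 0 genes, with 149 at an unadjusted p below 0.05, so a difference in effect was not shown. Total counts of the 6 female and 6 male samples showed no difference (exact permutation test, two-sided, p = 0.751), which gives no support to library size as the reason. With 1 sample left out the number was 161 to 1028 in males and 335 to 786 in females, so which sex has the larger number depends on single samples.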

How the results depend on the processing

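The alternatives were chosen before the data were examined, except the likelihood ratio test with a replicate block, the likelihood ratio test on all 24 samples and the exact test with dispersions from all 24 samples, which were chosen after the values were seen. For none of the changes below was the cause tested.

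The choice of test moved the numbers of genes. With edgeR's likelihood ratio test, 33 genes differed by sex in basal and 85 in LPS samples, 2 were changed by IH in basal males and 1 in LPS females, and 1 had an interaction in basal samples. With edgeR's exact test, 35 and 99 genes differed by sex, 1 was changed by IH in basal males, 2 in LPS males and 1 in basal females, and 3 NF-κB targets fell in LPS females. With DESeq2, 32 and 73 genes differed by sex, 4 were changed by IH in basal males and 812 by LPS in male Nx samples. In the fit to only the 6 samples compared, LPS changed 107 genes in male and 482 in female Nx samples, and 11 NF-κB targets had an unadjusted p below 0.05 with IH in LPS females and 0 in LPS males, with 0 past the bound in each. With the replicate block, 27 genes differed by sex in LPS samples, and Sele in LPS males was reversed, at a log2 fold change of -0.44. RLE size factors, no filter, a filter on the fitted samples and the fit to all 24 samples left every number of genes within 1.5 times its value.

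With the likelihood ratio test and a replicate block, 54 and 184 genes differed by sex, 2 were changed by IH in basal males, 2 in basal females, 1 in LPS males and 1 in LPS females, 2 had an interaction in basal samples, and Sele in LPS males was at -0.56. The likelihood ratio test on all 24 samples gave 19 and 32 genes for sex and 0 for IH in each comparison, with 106 to 278 at an unadjusted p below 0.05. The exact test with dispersions from all 24 samples gave 0 for IH in each comparison, with 90 to 241 at an unadjusted p below 0.05.

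With all tested genes in the distance, the share between the sexes in basal samples was 18.0% and no longer had p below 0.05. The other shares stayed on the same side of the threshold.

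With each sample left out in turn, genes changed by IH were 0 to 2 in basal males and 0 to 1 in LPS males, genes with an interaction in basal samples 0 to 2, and genes changed by LPS 161 to 1028 in male and 335 to 786 in female Nx samples. In LPS males the log2 fold change with IH changed sign for 7 NF-κB targets: from -2.82 to 0.57 for Csf3, -1.74 to 1.17 for Cxcl1, -1.20 to 0.95 for Ptgs2, -1.63 to 1.52 for Sele, -0.33 to 0.94 for Cxcl9, -0.77 to 0.16 for Cd83 and -0.54 to 0.17 for Il6.

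Of 49 results for single genes, some that did not pass with the quasi-likelihood F test passed otherwise: 2 with the likelihood ratio test, 3 with the exact test, 1 with DESeq2 and 2 with the likelihood ratio test with a replicate block. None that passed was lost under these tests. The alternatives without genes on the sex chromosomes and those on the promoter motif were not run, because chromosomes and sequence were not used here. At these depths S1pr3 and Cyp4f39 rest on fewer than 50 counts per sample in the groups compared.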

Differences from the paper's values

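The paper reports 39 genes differing between males and females in basal conditions, against 9 here. Of the alternatives set before the data were examined, the likelihood ratio test (33), the exact test (35) and DESeq2 (32) came within 1.5 times of the paper's number, and RLE size factors, no filter, the filter on the fitted samples, the fit to all 24 samples, the replicate block and the fits without single samples did not. The likelihood ratio test with a replicate block, chosen after seeing the values, gave 54.

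The paper reports 98 genes differing by sex in LPS samples, against 6 here. The likelihood ratio test (85), the exact test (99) and DESeq2 (73) came within 1.5 times, and the other alternatives set before the data were examined did not.

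For IH in basal males the paper's Table 4 lists 2 genes, against 0 here with 124 at an unadjusted p below 0.05. The likelihood ratio test and the fit without male Nx replicate 2 gave 2, as did the likelihood ratio test with a replicate block, chosen after seeing the values. In both likelihood ratio tests 1 of the 2 genes was higher and 1 lower, and Gpr15l was the only one of them in Table 4. Without male Nx replicate 2 neither gene was one of Table 4, so the number was met with other genes. DESeq2 exceeded the number, with 4 genes that included Gpr15l and not the other gene of Table 4, and no further alternative set before the data were examined reached it. For basal females Table 4 lists 1 gene, against 0 here with 143 at an unadjusted p below 0.05. The exact test gave 1, which was Cyp4f39, and no other alternative set before the data were examined did.

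For LPS males Table 4 lists 3 genes, against 0 here with 164 at an unadjusted p below 0.05. The exact test, with 2 genes of which only Cd7 is in Table 4, was within 1.5 times, and the other alternatives set before the data were examined were not. For LPS females Table 4 lists 4 genes, against 0 here with 183 at an unadjusted p below 0.05, and none of the alternatives closed the gap.

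Table 4 lists 12 NF-κB targets as lower with IH in LPS females, against 0 here under the bound on the FDR, with 1 at an unadjusted p below 0.05. None of the alternatives closed the gap, and the exact test gave 3. In the fit to only the 6 samples compared 0 passed the bound, with 11 at an unadjusted p below 0.05 in LPS females and 0 in LPS males.

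Table 4 lists Slc25a45 as raised by IH in LPS males, and here its log2 fold change was -0.77. The paper gives the attenuation of Il1a as found in females and not in males, and here its log2 fold change was -1.06 in females and -1.07 in males. With 1 sample left out it ran from -1.22 to -0.87 in females and from -1.52 to -0.58 in males. The paper also found the fall of Il1a in females and not in males by qPCR, with more animals per group. That experiment was not analysed here, and the values above do not bear on it.

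Read by eye, the heatmap of Fig. 7A lists about 39 identifiers, about 26 higher in males and about 13 higher in females. Of these 38 were tested here, all 38 in the direction of the figure and with an unadjusted p below 0.05. An FDR below 0.05 was reached by 9 of them with the quasi-likelihood F test, 25 with the likelihood ratio test, 27 with the exact test and 24 with DESeq2.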

Other observations

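The splits of the samples and the test of library size in LPS females were planned, and all other tests in this part were chosen after the results were seen.

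For sex, 1 of the 32 splits that part every same-numbered pair gave as many genes in basal samples, which was the real one, and the others gave 0 to 1. In LPS samples it was also 1 of 32, and the others gave 0 to 2. Any other split mixes the sexes and so loses the genes counted almost entirely in a single sex. These counts therefore say little about other sex differences. At an unadjusted p below 0.05 the real split gave 1705 genes in basal and 1213 in LPS samples. Other splits gave up to 2040 and 1874. For the interaction of sex with IH the real split gave 0 genes in basal and in LPS samples. At an unadjusted p below 0.05 there were 122 in basal and 140 in LPS samples. The real split also gave 0 NF-κB targets, with 0 at that p. All 32 of 32 splits gave as many in each case. A real number of 0 fixes this beforehand, so the count of splits cannot decide anything here. The highest were 9 genes in basal samples, 6 genes in LPS samples and 5 targets. Exchanging all pairs within one oxygen group turns the sex comparison into the interaction, so the 9 and 6 genes are the difference between the sexes itself. The 5 targets came from another split, which gave 0 genes, with 1491 at an unadjusted p below 0.05. For IH the number was 0 in each of the 4 comparisons and for the targets in each sex. That 4 of 4 splits gave as many was therefore also fixed beforehand, and 4 splits cannot give a share below 0.05. The numbers at an unadjusted p below 0.05 were 124, 143, 164 and 183 genes in basal males, basal females, LPS males and LPS females. In the same order, the other splits gave 185 to 533, 224 to 3547, 191 to 1737 and 173 to 230 genes. The real split thus had the lowest number except in LPS females. Among the other splits, 1 in basal females gave 1 gene past the FDR and 1 in LPS males gave 1 target past the bound.

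Fewer genes had a small p for IH than the 643 of 12860 that chance gives. A candidate explanation is a factor shared by many genes. The first principal component of the deviations from the group means held 39.7% of their variance in basal and 37.8% in LPS samples, and at most 19.8% and 17.1% in 100 draws that shuffled each gene within its groups. Its loadings in basal and LPS samples had a Pearson's r of 0.65 and a Spearman's rho of 0.66 across genes, which are not independent replicates. In 10 relations tested, the component did not follow library size, the share of the top genes or the share of alignments to more than 1 place (adjusted p of 0.512 for the last in basal samples and 0.630 for the other 5, exact permutation). Pearson's r was between -0.43 and 0.20 and Spearman's rho between -0.34 and 0.12. Without the 2 farthest samples r was between -0.45 and 0.17. The replicate number held 22.5% of the component in basal and 32.1% in LPS samples (adjusted p = 0.630 each, exact permutation). The share of reads outside annotated genes had the strongest relation, with a Pearson's r of 0.75 and a Spearman's rho of 0.80 in basal and 0.63 and 0.62 in LPS samples, and an r of 0.75 and 0.71 without the 2 farthest samples. Its unadjusted p was 0.0332 in basal and 0.0270 in LPS samples and its adjusted p 0.166 in both (exact permutation). It was added last, after its correlations had been seen. This share may be part of the factor or follow from it, and what the factor is remains open.

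Whether the same factor could lie behind the sex differences could not be settled. The 100 genes with the smallest p for sex had loadings at percentile 12.1 in basal and 0.02 in LPS samples among 10000 matched lists. Genes with a small p have small deviations by selection, so a low percentile does not rule it out. The reading of this test was changed after its values were seen.

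With IH 12 of 12 NF-κB targets were lower in LPS females and 10 of 12 in LPS males, and in each sex 0 passed the bound on the FDR, with 1 at an unadjusted p below 0.05. Table 4 lists these 12 as lower in the same females, so the count of 12 and part of the contrast with males follow from how the genes were chosen. The sizes of the libraries overlapped, and the IH LPS library was the larger in 7 of the 9 pairs of an IH LPS and an Nx LPS female. The values are already scaled to library size, so this comparison of totals says little about whether it plays a part. A larger spread between LPS males may also contribute to the contrast. In male Nx LPS replicate 2 and male IH LPS replicate 3, Irf1 was at 159 and 202 CPM. It was at 614 to 1396 CPM in the other LPS males, and its mean in male Nx with vehicle was 149 CPM. Birc3 was at 12.0 and 6.51 CPM in these 2 samples, against 61.2 to 161 CPM in the other LPS males. The lowest Irf1 among LPS females was 273 CPM, in IH LPS replicate 2. The mean deviation from the group mean, in the level of other genes raised by LPS in the opposite sex, was 0.319 in males and 0.148 in females (exact permutation test, two-sided, p = 0.0693). This test was first run one-sided and was changed to two-sided because the idea came from the data. The explanation stays open.

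The fall of the targets could also be part of a lower LPS response as a whole. Of the other genes raised by LPS in the opposite sex, 471 of 566 (83.2%) were lower with IH in LPS males and 298 of 395 (75.4%) in LPS females, with median log2 fold changes of -0.21 and -0.18. Their mean level differed by -0.25 in males and -0.27 in females (exact permutation test over both sexes, two-sided, p = 0.215). Single samples weighed on both values. In males the level (log2 CPM) was 5.89, 5.22 and 6.03 in Nx LPS and 5.83, 5.56 and 5.01 in IH LPS samples. In females it was 5.75, 5.75 and 5.89 in Nx LPS and 5.64, 5.18 and 5.77 in IH LPS samples. This explanation too stays open. The targets, chosen for their fall in females, fell by a median of -0.54 in males and -1.18 in females, and the test of the difference gave 0 targets, with 0 at an unadjusted p below 0.05.

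AC134224.3 and Slc25a45 were each at a low or a high level, with gaps of 3.06 and 2.41 on the log2 scale, and all 24 samples lay on the same side for both genes. Of 12860 genes only these 2 parted the samples in this way. The low level was seen in 4 of 12 Nx and 4 of 12 IH samples (Fisher's exact test, two-sided, p = 1). These totals pool vehicle and LPS samples, which differed. With vehicle the low level was seen in all 3 male Nx samples and in 1 of 3 male IH, female Nx and female IH samples each. With LPS it was seen in no Nx sample and in 1 of 3 IH samples of each sex. Both levels occurred in Nx and in IH samples, so IH alone does not set the level. An effect of IH within vehicle or LPS samples, or of LPS, was not tested. A variant carried by some animals is a candidate explanation that would give the same 24 samples on each side, and it could not be told apart from reads shared between near-identical genes, which was not tested.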
